# Fentanyl-induced cortical and cardiopulmonary damage linked to immune response functions and apoptosis-necrosis networks in a multi-omics mouse model

**DOI:** 10.3389/fimmu.2026.1694651

**Published:** 2026-03-23

**Authors:** Nabarun Chakraborty, Mital Patel, Swapna Kannan, Candace Moyler, George Dimitrov, Aarti Gautam, Mackenzie Newman, Tara B. Hendry-Hofer, Jonathan Boyd, Rasha Hammamieh

**Keywords:** functional analyses, mouse model, multi-omics, opioid, system biology, fentanyl

## Abstract

**Introduction:**

Fentanyl can rapidly impair brain and cardiopulmonary functions due to its high pharmacokinetics, necessitating a systems-level investigation to elucidate the early host response profile. To address this, we developed an SKH-1 mouse model to integrate *ex-vivo* imaging with multi-omics data, enabling a comprehensive understanding of tissue-specific host responses across time and dose gradients.

**Methods:**

Our previous study characterized the phenotypes of this mouse model to establish dose gradients and time points associated with major clinical manifestations. Building on these findings, cortex, heart, and lung tissues were collected postmortem at 40 min, 6h, 24h, and 7 days following administration of one of three fentanyl doses: the highest non-lethal dose (HNLD), LD10, and LD50.

**Results:**

Multi-omics analysis revealed immune response networks and apoptosis-necrosis functions as primary targets of fentanyl. Cortical and pulmonary immune responses exhibited dose-dependent latencies but remained activated 7 days post-exposure, whereas the cardiac immune response was suppressed over time. Pulmonary apoptosis-necrosis was rapidly activated, contrasting with its delayed, dose-dependent activation in the heart. In the cortex, apoptosis-necrosis followed a monophasic longitudinal trajectory, with delayed activation after 24h followed by regression. These findings suggest tissue-specific time windows for early intervention. Subsequent machine learning analysis identified phylogenetically conserved and miRNAs, such as miR-146-5p and miR-877-3p, which demonstrated consistent time- and dose-independent regulation in the lungs and cortex, respectively.

**Conclusion:**

Functional associations of these miRNAs with tissue-specific lesions highlight their potential therapeutic value. Further interrogation of miRNA-mRNA interactions and downstream target analysis could pave the way for developing precision countermeasures against fentanyl toxicity.

## Introduction

The opioid epidemic, fueled by the misuse of ultrapotent synthetic opioids like fentanyl, has emerged as a global public health crisis (1, 2). This crisis is further exacerbated by polydrug use, where fentanyl is co-administered with substances like nicotine, cannabis, and cocaine, significantly increasing toxicity and mortality risk (3). Fentanyl’s pharmacokinetics, characterized by a short distribution half-life (~3 min) (4), enables rapid cardiopulmonary impairment and blood-brain barrier penetration. This swift central nervous system penetration triggers severe clinical manifestations, including opioid-induced respiratory depression (OIRD), muscle rigidity, and wooden chest syndrome (WCS) (5, 6)—a life-threatening condition unique to fentanyl. Even a sub-lethal dose of fentanyl can trigger a rapid hypoxia that gradually shifts to the hyperoxic phase (7). Fentanyl’s higher lipophilicity (8) enables it to rapidly bind to both target and off-target receptors (9) that significantly narrows the therapeutic window for intervention, thereby limiting the efficacy of naloxone (10), an FDA-approved opioid countermeasure.

Emerging research highlights the need for integrated models combining pharmacogenomics, pharmacokinetics, and multi-omics analyses to better understand the complex pathophysiology of fentanyl toxicity (11–13). Isolated studies have identified organ-specific biomarkers in the cardiopulmonary system (14) and brain subregions associated with pain and cognitive functions (15–17), as well as tissue-specific dysregulation of cytokines, chemokines, and growth factors (18). However, a significant knowledge gap remains in understanding the coordinated response of these organs to fentanyl dose gradients.

The present study built upon our previous reports on the lethality of fentanyl in SKH-1 mice, a hairless yet immunocompetent outbred strain that is particularly suited for imaging and omics research (18, 19). These past studies reported the following: (i) fentanyl doses were determined as HNLD: 62 mg/kg, LD10: 110 mg/kg, and LD50: 135 mg/kg. (ii) The LD50 cohort exhibited decreased breaths per minute, minute volume, and inspiratory quotient compared to the LD10 cohort. (iii) The average time to death following LD50 exposure was 44.9 ± 7.4 min, introducing a potential “survivor bias,” as discussed later. (iv) Reduced glucose uptake was observed in the brain, heart, and lungs, persisting up to 24h post-exposure. (v) *Ex-vivo* imaging identified the brain cortex, heart, and lungs as early targets of fentanyl exposure (19). These observations align with the fact that WCS is a unique signature of fentanyl (5, 6) and that the cortex, a major brain region responsible for pain management and sensing, has been extensively studied in opioid-related research (20, 21). Leveraging this knowledge, the current study undertook the transcriptomics and non-coding RNA profiling, including miRNAs, to evaluate tissue-specific molecular changes and track longitudinal responses across dose gradients in these three tissues.

A growing number of studies highlights the emerging role of miRNAs as regulators of diverse physiological processes (22), including pain perception, somatosensory networks, and cardiopulmonary functions, all of which are disrupted by fentanyl overdose. Preliminary evidence links miRNAs to fentanyl’s analgesic effects (23), and the recent FDA approval of miRNA-based therapies for central nervous system and cardiovascular diseases (24) underscores their potential as countermeasures for opioid toxicity. Despite these promising leads, translating preclinical findings to clinical applications remains a major challenge, with more than 85% of animal data failing to achieve clinical success (25). To address this, our group has developed a machine learning-enabled pipeline to identify molecular features with sequential and functional homology across species (26). This approach, previously validated in radiation research (27, 28), was applied to fentanyl toxicity to enhance translational relevance.

In summary, this study offers a comprehensive analysis of tissue-specific molecular responses to fentanyl overdose, emphasizing the role of miRNAs as key regulators and therapeutic candidates. By bridging the gap between preclinical research and clinical application, the findings pave the way for targeted interventions to mitigate fentanyl toxicity and address the growing opioid epidemic.

## Materials and methods

### Animal model established by past work

The outline of this study design is presented in **Figure 1A**, and the detailed procedure has been reported elsewhere (18, 19). Adult SKH1 Elite mice (strain code 477, Charles River, Wilmington, MA) were group-housed in standard vivarium conditions with food and liquid *ad libitum*. Fentanyl citrate in Ringer’s solution was administered via subcutaneous injection with an increasing dose that included (i) the highest non-lethal dose (HNLD): 62 mg/kg; (ii) LD10: 110 mg/kg and (iii) LD50: 135 mg/kg. Each group had four mice, and sham-control mice received vehicles only. The method and corresponding results to test lethality, to monitor pulse oximetry (SpO_2_ and heart rate), and the whole-body plethysmography have been reported earlier (19).

**Figure 1:**
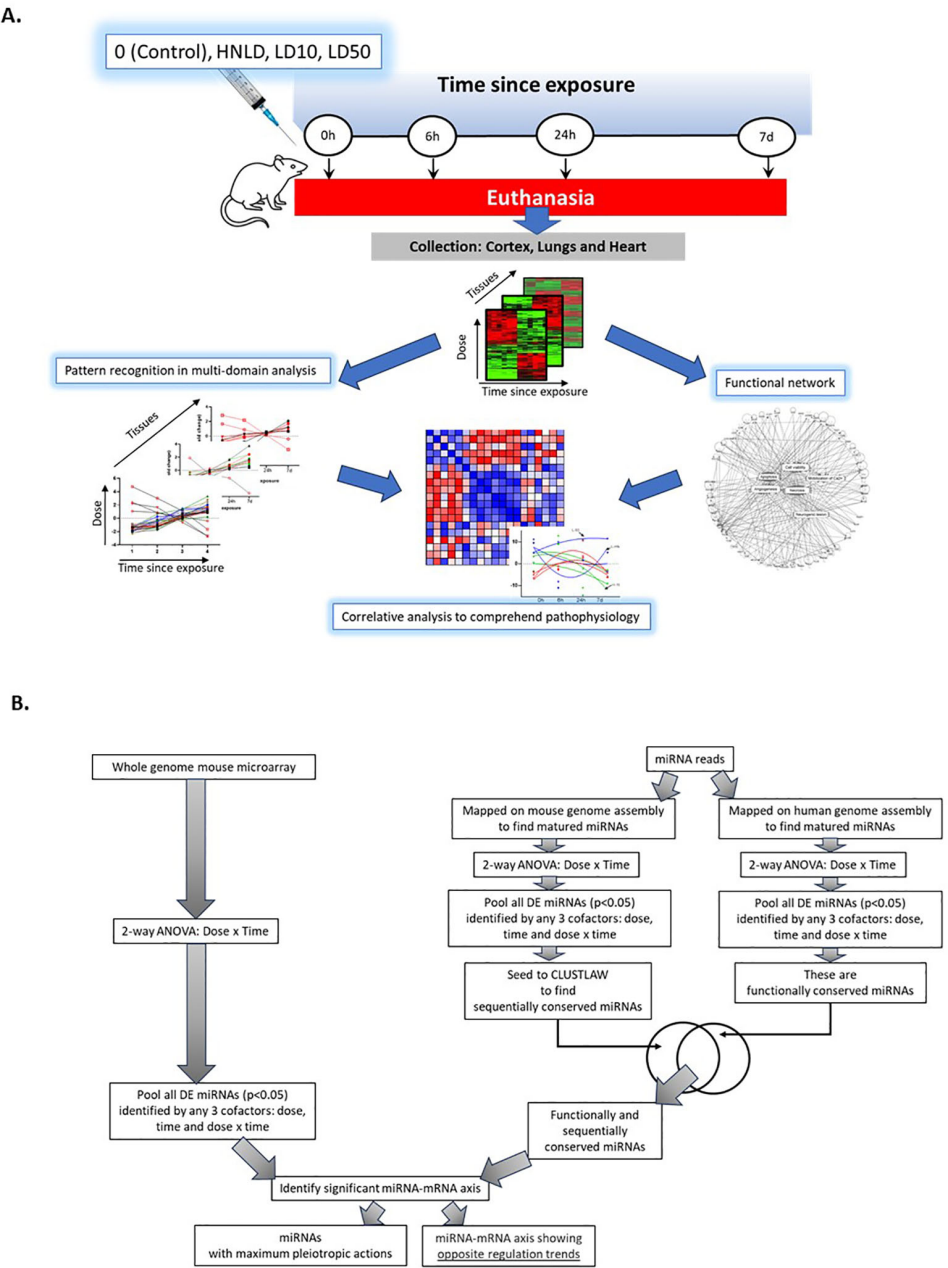
Overall study design. **(A)** Pictorial depiction of the study protocol. **(B)** Flowchart of the analytical pipeline leading towards integrating mRNA and miRNA data. The left arm showed the revised pipeline (26) to screen miRNA data to find features of high translational potential.

### Current animal model following past study template

An independent set of mice (*n* = 4/group) underwent the same protocol and were humanely euthanized at 40 min, 6h, 24h, or 7 days post-exposure. Henceforth, the euthanasia that took place 40 min post-exposure is designated as “0h.” The post-mortem organs, including the brain cortex, heart, and lungs, were extracted at 0h, 6h, 24h, and 7 days post-administration. The baseline sham cohort was euthanized at the same timepoints. The tissues were snap-frozen at −80 °C until they were used for omics assays. To note, this project processed 64 mice altogether.

All animal procedures were conducted in compliance with the U.K. Animals (Scientific Procedures) Act, 1986, EU Directive 2010/63/EU, and the National Research Council’s *Guide for the Care and Use of Laboratory Animals*. Experiments were reported in accordance with the ARRIVE guidelines. Research was conducted under protocols approved by the West Virginia University and Virginia Commonwealth University Institutional Animal Care and Use Committee (IACUC) and the U.S. Army Animal Care and Use Review Office (ACURO). All work was performed in AAALAC International-accredited facilities with Public Health Service Animal Welfare Assurance and in full compliance with the Animal Welfare Act and all applicable federal regulations.

### Gene transcriptomic assay

This assay was performed following our established protocol (29). TRIzol reagent (Invitrogen, Thermo Fisher Scientific, Wilmington, MA) was added to the tissues, and the specimens were homogenized using a Precellys Evolution Homogenizer. The Invitrogen TRIzol RNA extraction method and the miRNeasy Mini Kit total RNA purification procedure (QIAGEN Inc., Germantown, MD) were followed to extract the miRNA and total RNA. The quantity and quality of RNA were then determined using a NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific, Wilmington, DE), Qubit 3.0 fluorometer, and 2200 TapeStation System (Agilent Technologies, Inc., Santa Clara, CA), respectively. The purified RNA samples were stored at −80 °C for future use.

Dual-dye microarrays were performed using the SurePrint G3 Mouse Gene Expression 8 × 60 k Microarray Kit (Agilent Technologies, Inc., CA, USA). This whole mouse genome microarray slide contains 41,000 mouse transcripts. Briefly, purified RNA was labeled with Cy-5 dyes. The mouse reference RNA (Agilent Technologies, Inc.) was labeled with Cy-3 dyes. The samples were hybridized and incubated for 17h at 65°C. After overnight incubation, the slides underwent a series of washes. The slides were imaged using an Agilent SureScan Microarray Scanner, and the features were extracted using the default settings of the manufacturer software (Feature Extraction software v.10.7, Agilent Technologies, Inc.).

### Gene transcriptomic data analysis

The overall strategy for data analysis is shown in **Figure 1B**. Three tissues were analyzed independently. Unsupervised Principal Component Analysis (PCA) was measured, and two-way repetitive analysis of variance (ANOVA) followed by post-Tukey was calculated for the dependent variables, namely the fentanyl dose, the time since exposure, and their cumulative effects, dose × time; the significance level was set at *p* < 0.05. The differentially expressed genes were further organized by the k-means algorithm to select those gene-clusters that consistently changed their regulations over the time course. Subsequently, the selected gene clusters underwent the linear regression-based screening to find those features that showed significant changes (*p* < 0.05) across the time course. These selected pools of genes were further screened to exclude those that were regulated between log_2_(fold change) +1 and −1 within the entire time course from 0h to 7d post-exposure.

Those genes, which were differentially expressed by the cumulative impacts of dose and the time since exposure (dose × time), were uploaded to Ingenuity Pathway Analysis (IPA) (Qiagen, Inc.) for functional analysis. Regulation of a gene network was determined by the z-score, and the selections were undertaken based on the following two criteria: z-score ≥ |1| and the number of genes enriching the network should be more than 5. The z-scores of these screened networks were plotted against the time course, and a second-order polynomial least squares fit model was used to identify their longitudinal regulation patterns; *R*^2^ values were calculated to measure the fitting efficacies. To understand the interplay among these three tissues, namely, the cortex, heart, and lungs, a correlative analysis was performed at the gene functional level. The Pearson correlation matrix was screened based on r > |0.5| and *p* < 0.05.

### microRNA profiling

From the aliquot of total RNA, miRNA profiling was conducted following our established protocol (30). Two hundred and fifty nanograms of total RNA were used to construct sequencing libraries using an Illumina (Illumina Inc., CA, USA) TruSeq Small RNA Library Prep Kit, following the manufacturer’s guidelines. Briefly, 3′ and 5′ adapters were sequentially ligated to small RNA molecules, and the ligated products were reverse transcribed, amplified, pooled, and subsequently size-selected by gel purification. The library pools were quantified using the KAPA Library Quantification Kit for Illumina Platforms (Roche Diagnostics Corporation, Indianapolis, IN), diluted, and sequenced on the Illumina NextSeq 500 Sequencer to generate 50 base-pair reads. Image analysis and base calling were performed using the Illumina pipeline Version 1.5.15.1 and Illumina CASAVA sequencing analysis software Version 1.7.32.0. The raw sequence reads were processed using a robust miRNA-seq quality control pipeline. First, the samples were evaluated as per quality control assurance using matrices that included acceptable duplication, k-mer, or GC content generated using FASTQC. The samples that showed more than 30% disagreement with the rest of the samples were excluded. The low-quality reads (N20 quality score threshold) were filtered out, and adapter sequences were pruned. The ensuing products were 48%–75% mapped against the mature miRBase miRNA database version 21 for Mus musculus (mm9). A pool of RNA species was curated, and the effective library sizes were normalized using the trimmed mean of M-values (TMM) normalization method provided by edgeR (Bioconductor.org). In the second phase of filtration, the samples with less than 1% abundance were also discarded. Meanwhile, we validated the miRBase output by mapping the same filtered sequence reads against the UCSC reference genome for Mus musculus (mm9 build) (University of California, Santa Cruz; http://genome.ucsc.edu/). The short read aligner Bowtie (v1.0.0) allowed one pair of mismatches.

### miRNA data analysis

Unsupervised principal component analysis (PCA) was measured using the small RNA reads. Subsequently, these reads were processed via a machine learning algorithm (26) to find features with high translational potential. Described in **Figure 1B**, one arm of this pipeline identified *sequentially conserved* miRNAs between human and mouse. Towards this purpose, a two-way ANOVA was performed on the miRNA reads to determine miRNAs significant with dose × time (*p* < 0.05). This subset was then analyzed using ClustalW in the msa (31) R package to find the best human miRNA sequence match for each mouse miRNA. The following parameters were used while running ClustalW: type=“RNA,” ktuple= 1, pairgap= 10, window=5, topdiags=5, and score=“PERCENT.” Additionally, the log2fold change was determined using the edgeR package. The second arm in **Figure 1B** curated *functionally conserved* miRNAs, which would have been similarly perturbed in both humans and mice under fentanyl exposure. Here, the reads were mapped on the human genome, as the reference was obtained from miRBase, version 22.1. The human miRNA from the mature.fa files was used. Subsequently, a two-way ANOVA was computed to find miRNAs that were affected by dose × time (*p* < 0.05).

A Venn diagram compared these two sets of miRNAs, namely, the *sequentially conserved* and *functionally conserved* miRNAs, to curate the overlapping features, which would demonstrate sequential homology between these two species’ molecular makeups and functional similarity in responding to the stress. The *conserved* miRNAs were identified for the three tissues, cortex, lungs, and heart, and further analysis only used these *conserved* miRNAs. Downstream targets of the *conserved* miRNAs were identified by mining four databases, namely TargetScan, TarBase, miRecords, and the Ingenuity Knowledge Base, to find those mRNAs that were typically targeted by the *conserved* miRNAs. The list of miRNA–mRNA duplexes was further screened to identify those miRNA:mRNA pairs, that showed opposite regulations (30).

The mRNA and miRNA databases are available in the GEO domain: GSE296051 and GSE296604, respectively.

## Results

### Global transcriptomic analysis suggests a time-dependent response

Cortex: The two-dimensional PCA plot of the cortical mRNA profile explained nearly 25% of its total variance (**Figure 2A**). The fentanyl-exposed samples were primarily segregated based on the time since exposure, and the time-specific sham controls were clustered separately from their fentanyl-treated counterparts.

**Figure 2:**
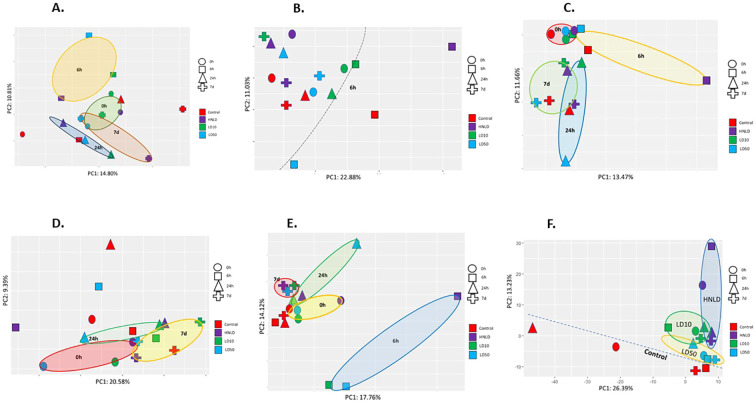
Principal component analysis (PCA). Two-dimensional PCA plots show the distribution of the samples between PC1 and PC2. The time points and doses are depicted by shapes and colors, as noted by the legend in right. Prominent clusters are highlighted. **(A)** mRNA profile of cortex. **(B)** miRNA profile of cortex. **(C)** mRNA profile of heart. **(D)** miRNA profile of heart. **(E)** mRNA profile of lungs. **(F)** miRNA profile of lungs.

Heart: The two-dimensional PCA of the cardiac mRNA profile (**Figure 2C**) showed a cortex-like trend. Samples were clustered according to the time since fentanyl exposure. The samples were displayed in a two-dimensional plot that explained nearly 25% of total variance.

Lungs: The PCA of the lungs’ (**Figure 2E**) mRNA profile explained nearly 32% of total variance, and the profile was very similar to that of the mRNA PCA plots of the other two tissues.

### Tissue-specific time- and dose-dependent differential gene expression analysis

The two-way ANOVA of the cortical mRNA profile identified nine genes that were differentially expressed due to the fentanyl dose gradients; 68 genes were differentially expressed by the time since fentanyl exposure, and 249 genes were differentially expressed by the cumulative factor of fentanyl dose and time (dose × time). Likewise, the two-way ANOVA of cardiac gene expression analysis found 14 genes that were differentially expressed due to the fentanyl dose gradients; 87 genes were differentially expressed by the time since fentanyl exposure, and 175 genes were differentially expressed by the cumulative factor of fentanyl dose and time (dose × time). Finally, the two-way ANOVA of pulmonary gene expression analysis found 24 genes that were differentially expressed due to the fentanyl dose gradients, 180 genes were differentially expressed by the time since fentanyl exposure, and 301 genes were differentially expressed by the cumulative factor of fentanyl dose and time (dose × time). **Supplementary Figure 1** presents the longitudinal patterns of these differentially expressed genes. The subsequent gene regulations’ pattern search using the k-means algorithm found those genes that were significantly regulated across the time points, and the next section described this subset of genes.

Cortex (**Supplementary Figures 1A–S1C**): There were 14 genes that significantly increased and a single gene, Slc9a2 significantly decreased with time since the HNLD fentanyl administration (**Supplementary Figure 1A**). These 15 genes significantly enriched the biofunctions linked to neurogenesis of neoplasm, neuritogenesis, and G-protein-coupled receptors. Likewise, 24 genes were significantly increased, and four genes significantly decreased with time since the LD10 fentanyl administration (**Supplementary Figure 1B**). In addition, there were seven genes that significantly increased and two genes that significantly decreased with time since the LD50 administration (**Supplementary Figure 1C**). Among these genes, Slc9a2 significantly decreased with time since the exposure of both HNLD and LD10; in contrast, Tlx2 significantly increased with time since the exposure of both HNLD and LD10. Two genes, Cd1d1 and Scarb1, were significantly increased with time since the exposure of both LD10 and LD50.

Heart (**Supplementary Figures 1D, S1E**): No significantly increased or decreased genes were found across time since HNLD administration. One cardiac gene, Mob1b, significantly increased, and three cardiac genes were significantly decreased with time since LD10 administration (**Supplementary Figure 1D**). Likewise, one cardiac gene, Cggbp1, was significantly increased, and two cardiac genes significantly decreased with time since LD50 administration (**Supplementary Figure 1E**).

Lungs (**Supplementary Figures 1F–S1H**): Three pulmonary genes were significantly increased, and one pulmonary gene, namely Gpr89, was significantly decreased with time since the HNLD administration (**Supplementary Figure 1F**). In addition, five pulmonary genes were significantly increased, and one pulmonary gene, Atad2, was significantly decreased with time since the LD10 administration (**Supplementary Figure 1G**). Furthermore, seven pulmonary genes significantly increased, and three pulmonary genes significantly decreased with time since the LD50 administration (**Supplementary Figure 1H**); together these 10 genes linked to LD50 significantly enriched the biofunctions linked to neurogenesis of lung lesions and phosphorylation. Of note, two genes, namely, Gpat2 and Sox9, were significantly increased with time since both LD10 and LD50 exposure.

### Tissue-specific network analysis

There were 249 cortical genes, 175 cardiac genes, and 301 pulmonary genes, all of which were regulated by the cumulative effects of fentanyl dose and time since the fentanyl exposure (dose × time). Functional analyses were conducted using these pools of genes (**Table 1**, and detail is in **Supplementary Table 1**).

**Table 1:** Major tissue specific biofunctions.

Biofunction (# of genes)	HNLD				LD10				LD50			
	0h	6h	24h	7d	0h	6h	24h	7d	0h	6h	24h	7d
(A) Cortex												
Apoptosis/Necrosis (59)	↓	↓	↑	↓	↓	↓	↑	↓	↓	↓	⇑	↓
Pyroptosis Signal (5)	↓		↑		↓	⇓	⇑	↑	↓	↓	↑	
Oxytocin in Brain (5)			⇓				⇓			↑	↓	
Inflammatory response (11)	↓	↓	↑	↑	↓	↓	↑	↑	↓	↓	↑	↑
Proliferation of immune cells (9)	↓						↑				↑	
Quantity of Ca2+ (9)	↓		↑			↓		⇑	↓	↓		⇑
Ion homeostasis (9)	↓			↑		↓		⇑		↓		⇑
Angiogenesis (15)	↓	↑	↑	↑				⇑	↓	↓		⇑
G-Protein Coupled Receptor Signaling (12)	↓			↑		↓	↓	↑	↓			↑
(B) Heart												
Apoptosis/Necrosis (39)	↓	↑	↓	↓	↓	↑	⇓	↓	↑	↑	↓	↓
Cell survival (26)		⇑	↓		↓	⇑		↓	↓	↓		
P53 signaling (5)		⇑			↑	⇑		↓		⇑		
Proliferation of immune cells (8)	↑				↓			↓				
IL4/IL13 signaling		⇑				⇑		↑		↑	↑	
Quantity of ROS (8)				↑		↑	↑			↑	↑	
Fibrogenesis (7)	↑	↑						↓			↑	
G-Protein Coupled Receptor Signaling (5)		⇑					⇑		↓	↑		
(C) Lungs												
WNT/β-catenin Signaling (6)			↑	↓				⇓	↑			⇓
Microtubule dynamics (20)				↓	↓		↑			↓		
Cell movement (68)					⇓		↑				↑	↑
Synthesis of hormone (8)			↓	↑	↑		↑	↑	↑		↑	↑
Transport of and uptake by IGFBPs (5)			↓	⇑	↑		↓					
Fatty acid metabolism (13)	⇑		↓			⇑				↑		
Synthesis of cAMP (6)			↓	↑				↑				↑
G-Protein Coupled Receptor Signaling (13)			↓		↑		↓		↑			↓
Angiogenesis (18)			↓			↑				↑		

Each cell is color coded; blue: activated function, red: inhibited function and white: no change. ↑: z-score ≥ 1.0; ⇑: z-score ≥ 2.0; ↓: z-score ≤ −1.0; ⇓: z-score ≤ −2.0.

Cortex (**Table 1A**): Most of the cortical networks were linked to three overarching superfamilies, namely cell death, immune response, and ion regulation. By the number of genes, apoptosis-necrosis was the top-ranked network under the cell death superfamily, followed by the pyroptosis and oxytocin signaling networks. Inflammatory response and proliferation of immune cells were major networks within the immune response superfamily. Likewise, the ion regulation superfamily included the networks linked to the quantity of calcium ions and an overall ion homeostasis.

Heart (**Table 1B**): Most of the cardiac networks were linked to the two overarching superfamilies of cell death and immune response. By the number of genes, apoptosis-necrosis was the top ranked network under the cell death superfamily followed by the cell survival and p53 signaling networks. Proliferation of immune cells, IL-4 and IL-13 signals, and synthesis and quantity of reactive oxygen species were major signals within the immune response superfamily.

Lungs (**Table 1C**): Apoptosis of lung cancer was one of the most enriched networks under the cell death superfamily. Cell movement, microtubule dynamics, and metabolism of hormones were other highly enriched networks in lungs.

### Tissue-specific longitudinal trends in cell death and immune response

Cortex (**Figure 3**, **Supplementary Figure 2**): The cortical network associated with apoptosis-necrosis followed a monophasic temporal trajectory (**Figure 3A**) as computed by a second order polynomial least squares fit model (*R*^2^: HNLD = 0.58, LD10 = 0.80, LD50 = 0.62). In contrast, the network linked to immune response was linearly activated across the time (*R*^2^: HNLD = 0.85, LD10 = 0.51, LD50 = 0.68, **Figure 3A**).

**Figure 3:**
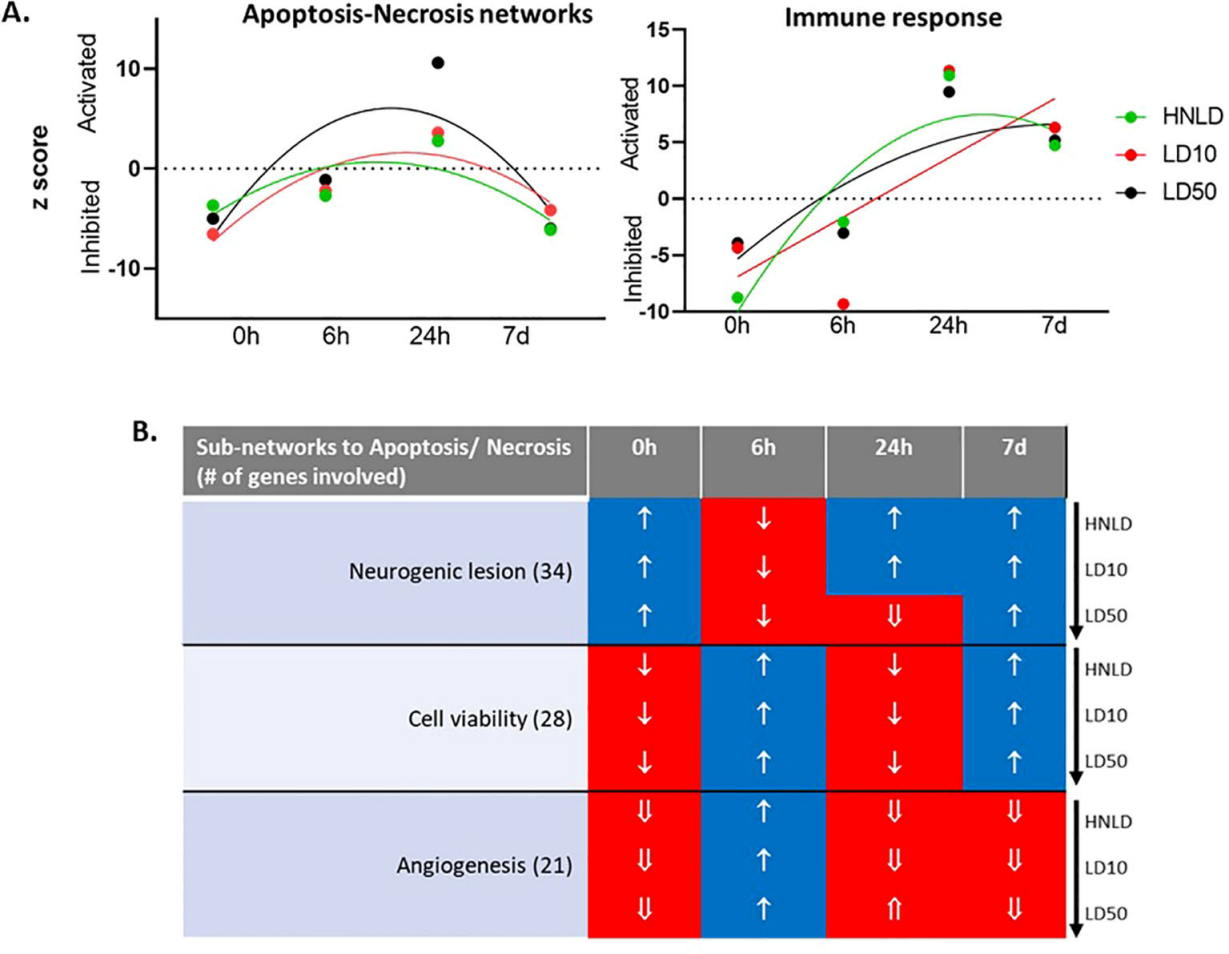
Major cortical biofunctions. **(A)** Longitudinal profile of the z-score of two networks linked to cell death and immune response. **(B)** The regulation profile of the sub-networks linked apoptosis and necrosis. ↑: z-score ≥ 1.0; ⇑: z-score ≥ 2.0; ↓: z-score ≤ −1.0; ⇓: z-score ≤ −2.0.

The expression dynamics of apoptosis and necrosis and its major co-regulated networks, namely cell viability, neurogenic lesion, and angiogenesis, were depicted in **Figure 3B**. These 56 genes enriched a network shown in **Supplementary Figure 2A**, and the corresponding hierarchical cluster is shown in **Supplementary Figure 2D**.

Heart (**Figure 4**, **Supplementary Figure 2**): The cardiac network associated with apoptosis-necrosis (**Figure 4A**) showed dose-dependent latencies to respond, as LD50 immediately activated this network, but HNLD inhibited it. With progression of time, this network became inhibited across all doses (apoptosis *R*^2^: HNLD = 0.18, LD10 = 0.46, LD50 = 0.58). Likewise, the network linked to cardiac immune response showed a dose-dependent latency to respond but became inhibited with time progression across all doses (*R*^2^: HNLD = 0.24, LD10 = 0.92, LD50 = 0.98; **Figure 4A**).

**Figure 4:**
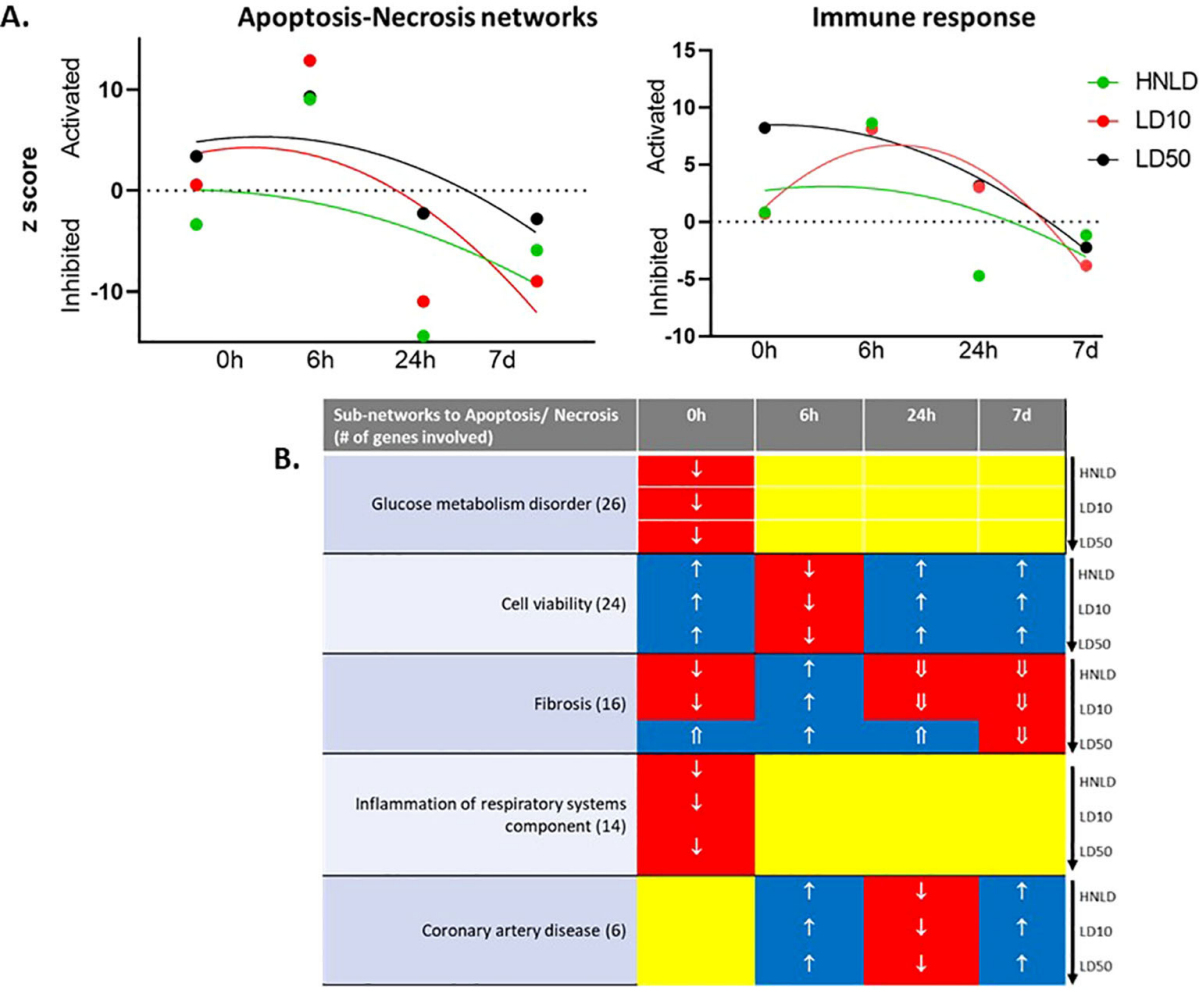
Major cardiac biofunction. **(A)** Longitudinal profile of the *z*-score of two networks linked to cell death and immune response. **(B)** The regulation profile of the sub-networks linked apoptosis and necrosis. ↑: z-score ≥ 1.0; ⇑: z-score ≥ 2.0; ↓: z-score ≤ −1.0; ⇓: z-score ≤ −2.0.

The expression dynamics of apoptosis and necrosis and its major co-regulated networks, namely, coronary artery disease, glucose metabolism disorder, cell viability, fibrosis, and inflammation of respiratory systems components, were depicted in **Figure 4B**. These 38 genes enriched a network shown in **Supplementary Figure 2B** and the corresponding hierarchical cluster is shown in **Supplementary Figure 2E**.

Lungs (**Figure 5**, **Supplementary Figure 2**): The pulmonary network associated with apoptosis-necrosis (**Figure 5A**) displayed a dose-dependent trend. For HNLD, apoptosis showed a monophasic pattern, namely, its early activation was followed by inhibition and delayed re-activation; LD10 showed gradual inhibition; and LD50 showed sustained activation (apoptosis *R*^2^: HNLD = 0.62, LD10 = 0.13, LD50 = 0.97). Likewise, the pulmonary immune response dynamics showed a dose-dependent pattern. A long latency period by LD10 was followed by linear activation, while HNLD and LD50 caused persistent activation over time (immune *R*^2^: HNLD = 0.90, LD10 = 0.87, LD50 = 0.38, **Figure 5A**).

**Figure 5:**
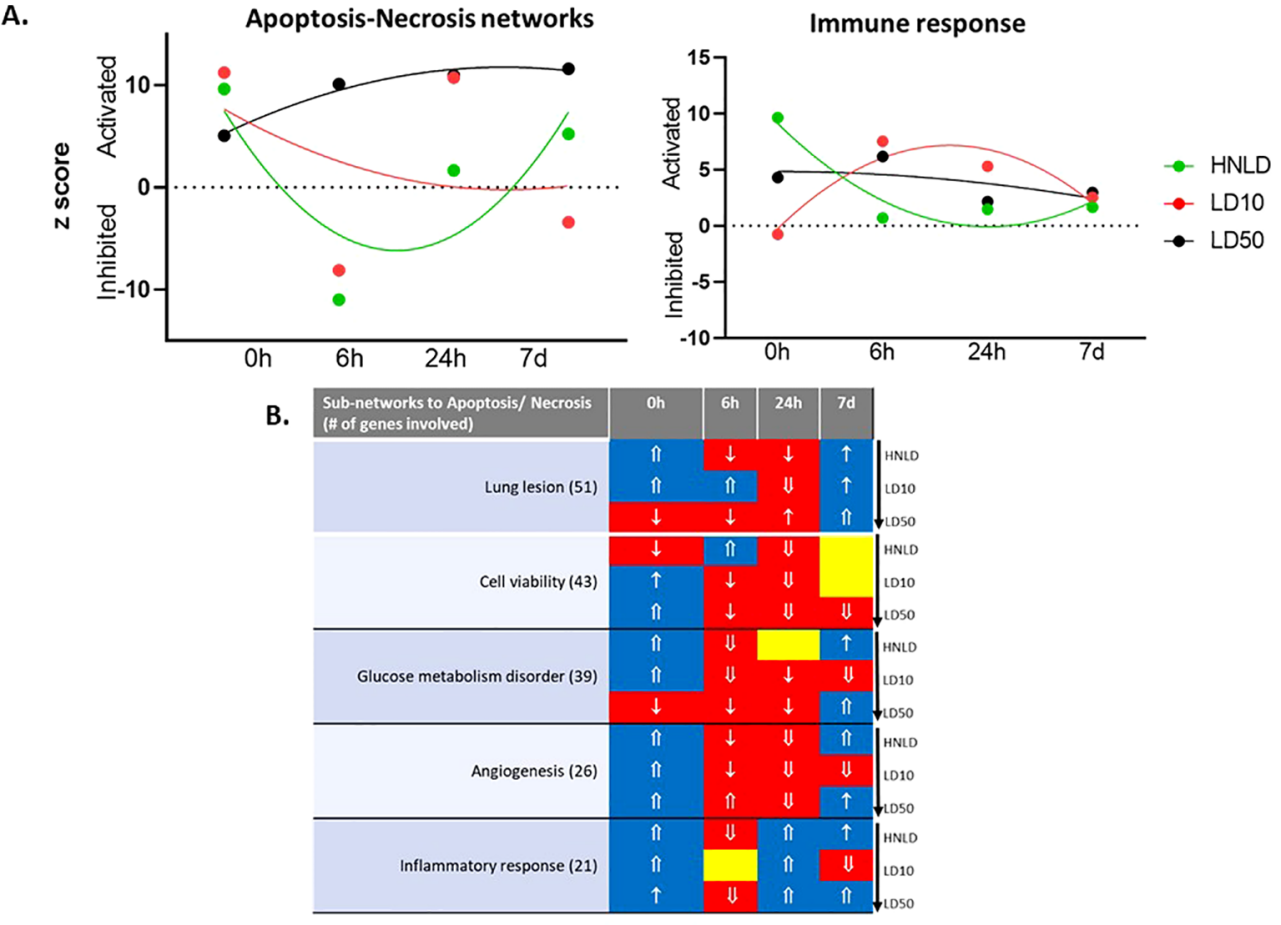
Major pulmonary biofunction. **(A)** Longitudinal profile of the z-scores of two networks linked to cell death and immune response. **(B)** The regulation profile of the sub-networks linked to apoptosis and necrosis. ↑: z-score ≥ 1.0; ⇑: z-score ≥ 2.0; ↓: z-score ≤ −1.0; ⇓: z-score ≤ −2.0.

The expression dynamics of apoptosis and necrosis, and its major co-regulated networks, namely cell viability, angiogenesis, lung lesion, inflammation, and glucose metabolism disorder were depicted in **Figure 5B**. These 70 genes enriched a network shown in **Supplementary Figure 2C** and the corresponding hierarchical cluster is shown in **Supplementary Figure 2F**.

### Cross-tissue functional dynamics

Longitudinal patterns of cross-tissue correlated networks are illustrated in **Supplementary Figure 4**. **Figure 6** presents the overall dynamics of the apoptosis-necrosis network (**Figure 6A**) and the immune network (**Figure 6B**) across varying dose and time gradients.

**Figure 6:**
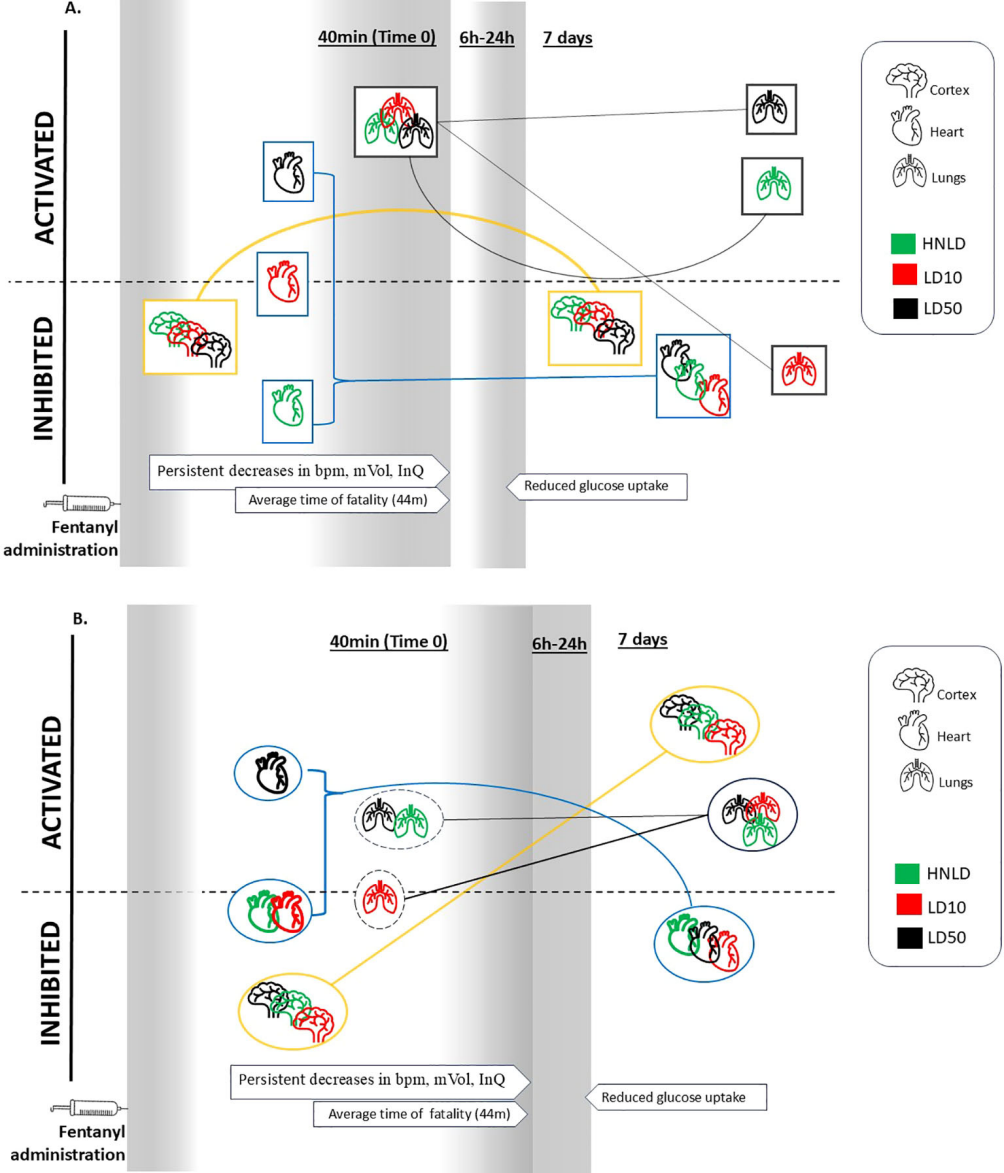
An overarching view of the tissue-specific dynamics of two networks, namely cell death and immune response. The initial (Time 0, which was 40 min after fentanyl exposure) and final (day 7 post-fentanyl exposure) time points of this study are highlighted, and the connecting lines proximately tracks the longitudinal courses of these networks. At the bottom of the figures three arrows point to certain timepoints which were associated with the events of the endpoint of persistent decreases in bpm, minute volume, inspiratory quotient, the average time of fatality due to overdose, and the time of lowest glucose uptake. **(A)** Cell death and **(B)** Immune response. bpm, breaths per minute; minute volume (mVol), number of respiratory cycles per minute; inspiratory quotient (InQ), the ratio of carbon dioxide production over oxygen consumption.

The longitudinal pattern of the cortical apoptosis-necrosis network linked to HNLD was positively correlated with cortical immune response (*r* = 0.83, *p* < 0.05) but negatively correlated with cardiac apoptosis-necrosis (*r* = −0.95, p < 0.05) and immune response (*r* = −0.91, *p* < 0.05), respectively. At the highest dose, LD50, the cortical apoptosis-necrosis dynamics significantly diverged from those of cortical immune response (*r* = −0.82, *p* < 0.05) and pulmonary apoptosis-necrosis network dynamics (*r* = −0.98, *p* < 0.05); on the other hand, the cortical apoptosis-necrosis dynamics were positively regulated with the immune responses in the heart (*r* = 0.82, *p* < 0.05) and lungs (*r* = 0.50, *p* < 0.05), respectively (**Table 2**, **Supplementary Figure 4**).

**Table 2:** Correlation matrix.

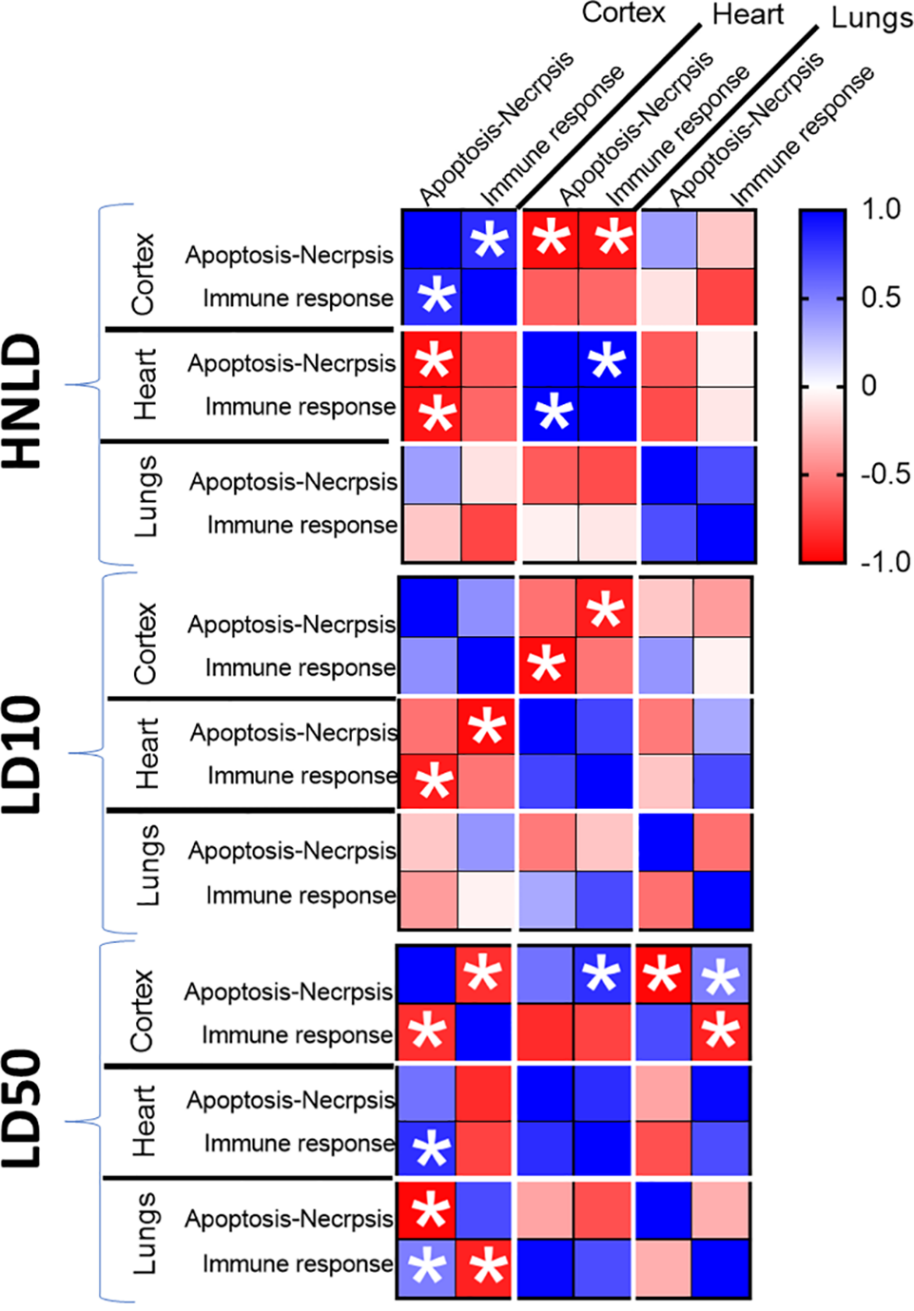

Presented values met two criteria: *r* > |0.5| and *p* < 0.05. The color bar at the right-hand side shows the distribution of r value, and the significant correlations are depicted by asterisks (*).

Major phenotypes determined by our past study (18, 19), such as the average time of fatality due to overdose and the time of lowest glucose uptake, were labeled along the network dynamics to depict their temporal alignment. For instance, at the average time of fatality due to overdose, the cell death and immune response networks were activated in the heart and lungs but inhibited in the cortex (**Figure 6**).

### miRNA profiling identifies translational candidates

The miRNA results are presented in a structured sequence, beginning with an overview of the global miRNA landscape, followed by a tissue-specific curation of differentially expressed miRNAs. 

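Small RNA was sequenced from the cortex, heart and lungs of 64 SKH-1 mice. In each tissue the mice form 16 groups of 4, which are sham, HNLD, LD10 and LD50 (62, 110 and 135 mg/kg) at 0h (40 min after fentanyl), 6h, 24h and 7d, and the sample labels give the 62 mg/kg dose another name, lowest observed effect level. Of 192 libraries 190 were used. The cortex of 1 sham mouse at 24h and the lungs of 1 LD50 mouse at 7d were not analysed here, so those groups have 3 libraries. The heart column of sham mouse FP91 at 24h carries the name of another dose, LD10, and its condition was taken from the labels. The authors aligned reads with Bowtie to miRBase sequences of the mouse genome build mm9, scaled them by TMM and deposited a table of normalized signal for each tissue. In these tables every low value is a whole multiple of the value of 1 read in its library, so read totals could be recovered. They ranged from 1775669 to 8381425 (median 4498628) in cortex, from 215163 to 5355085 (median 2036132) in heart and from 196853 to 6540900 (median 3863362) in lungs.

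Depth also differed between groups. The group medians ran from 3407874 (sham, 6h) to 6592367 (sham, 0h) in cortex, from 537140 (sham, 24h) to 3375176 (sham, 6h) in heart and from 717753 (sham, 24h) to 5440365 (LD50, 6h) in lungs. The sham lungs of 24h held 642444 to 815001 reads, while the HNLD, LD10 and LD50 groups of that time had medians of 3062335, 2663408 and 4730528.

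MiRNAs with a value of at least 10 in at least 4 libraries were tested, which left 482 in cortex, 320 in heart and 371 in lungs. Limma was fitted to log2(value + 1) over the 16 groups of a tissue, and a miRNA was called at a Benjamini-Hochberg adjusted p under 0.05. Fold changes on this scale understate the change of miRNAs with low values. Fentanyl against sham at a time is the mean of the 3 dose groups minus the sham group of the same time, and values are given as mean ± SD of the normalized value over 12 fentanyl mice and 4 sham mice unless another n is given. The groups with 3 libraries lower these numbers in their tissue and time, and values over all times pool the mice of every time. Groups of miRNAs were also tested with fry, which asks whether the members move on balance one way and does not compare them with other miRNAs. The miRNA lists and the rule for naming single miRNAs were fixed before the data were examined.

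The profiles of some libraries stand apart from the rest of their tissue. These are 3 cortical libraries (FP96, sham 0h; FP85, sham 6h; FP24, HNLD 7d), 2 cardiac libraries (FP38, HNLD 6h; FP92, sham 24h) and 10 pulmonary libraries. The mouse numbers fall into 3 sets, FP16 to FP58, FP59 to FP88, and FP91 to FP96 with FPB2, which were defined after the values had been seen. The suffixes of the lung column names were used in choosing the bounds, but they do not fix them. The suffixes ran from 16 to 48 in the first set, 1 to 24 in the middle one and 25 to 29 in the last. The first range overlaps the other ranges, and the last follows on from the middle one. In heart the suffixes overlapped between the sets too, and the labels do not say what the suffixes or the sets stand for. In lungs the first set holds all 16 HNLD libraries, 15 of LD10 and 2 of LD50, the middle set 10 of sham and 13 of LD50, and the last set 6 of sham and 1 of LD10. All 7 libraries of the last set in lungs stand apart, and all 4 sham lungs of 24h belong to it. Since the sets were defined after the values had been seen, that match is not independent evidence of a difference between sets.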

Using the established machine learning algorithm (26) described in **Figure 1B**, the study identified miRNAs that are sequentially conserved and functionally similar between humans and mice. To determine sequential homology, differentially expressed rodent miRNAs were mapped onto human gene sequences, and conserved contigs were identified through pairwise alignment, as detailed in the methods section. In parallel, functional similarity was assessed by mapping the reads onto the human reference genome and computing the differentially expressed miRNAs associated with dose and time gradients. The logical integration of these two parallel analyses enabled the identification of miRNAs that are both sequentially conserved and functionally similar between humans and mice.

Finally, a miRNA–mRNA integrative analysis was performed to further explore the relationships and interactions between miRNAs and their target mRNAs.

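In cortex, 5 miRNAs changed by dose, all of the miR-200 family, which is known for its role in epithelial cells. The sham groups include FP96 and FP85, whose cortical profiles are close to lungs, and without the libraries that stand apart limma called 0 miRNAs of fentanyl against sham over all times (25 at an unadjusted p under 0.05). The log2 fold changes over all times were −1.8 (SE 0.41) for miR-429-3p, −1.89 (SE 0.45) for miR-200a-3p, −1.76 (SE 0.40) for miR-200b-3p, −2.16 (SE 0.53) for miR-141-3p and −1.86 (SE 0.47) for miR-200c-3p. The test by dose gave these 5 miRNAs the following values (limma adjusted p = 0.0107, 0.0123, 0.0123, 0.0177 and 0.0445). Dose accounted for 10.4% of the variance between cortical libraries (permutation test, p = 0.0009) and time for 3.96% (permutation test, p = 0.471). In heart, dose accounted for 5.95% (permutation test, p = 0.0846) and time for 7.03% (permutation test, p = 0.018). Within the first mouse number set, dose (LD10 or HNLD) accounted for 1.93% in cortex and 3.84% in heart (permutation test, p = 0.851 and 0.217), and within the middle set dose (LD50 or sham) for 5.85% and 6.24% (permutation test, p = 0.177 and 0.141). Within the first set, time accounted for 12.5% in cortex and 14.7% in heart (permutation test, p = 0.177 and 0.0234). Within the middle set it accounted for 11.1% and 13.5% (permutation test, p = 0.627 and 0.432).

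By limma, no miRNA changed by time and none by dose × time in cortex or heart, and none changed by dose in heart. At an unadjusted p under 0.05, 44 cortical and 41 cardiac miRNAs changed by time, 23 and 17 by dose × time, and 22 cardiac miRNAs by dose. EdgeR on recovered reads called 1 and 1 by time, 2 and 12 by dose × time, and 77 and 3 by dose, and DESeq2 called 1 and 10, 13 and 16, and 72 and 6. By limma with library weights, 42 cortical miRNAs changed by dose, 156 by time and 44 by dose × time, and the 5 by dose became 3 to 11 when 1 library was left out at a time. The smallest p for dose × time belonged to miR-429-3p in cortex (limma adjusted p = 0.631) and to miR-1a-3p, a muscle miRNA, in heart (limma adjusted p = 0.694). Without the libraries that stand apart, 0 cortical miRNAs changed by dose, 15 by time and 7 by dose × time, and the cardiac share of time was 6.29%, no longer past the threshold. The cardiac share was 6.28% without FP38 alone.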

PCA plots show time-dependent miRNA response in the cortex (**Figure 2B**) and heart (**Figure 2D**). However, the pulmonary miRNA profile emerged differently (**Figure 2F**), as these samples were clustered based on the fentanyl dose. 

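In lungs, 128 miRNAs changed by dose, 35 by dose × time and 5 by time (limma, adjusted p under 0.05). DESeq2 and limma with library weights gave larger counts for all 3 terms, and edgeR gave larger counts by time and by dose × time. The 5 that changed by time were miR-142a-3p, miR-188-5p, miR-186-3p, miR-494-3p and miR-542-5p, of which miR-142a-3p is a miRNA of blood cells. The smallest p for dose × time belonged to miR-152-3p, to the muscle miRNA miR-1a-3p, and to miR-376b-5p and miR-379-5p of the imprinted cluster on chromosome 12 (limma adjusted p = 0.000483 for each). Next came miR-24-3p (limma adjusted p = 0.00119), miR-194-5p (0.00131), miR-411-3p and miR-425-3p (0.00198), and miR-503-5p and miR-200c-3p (0.00296). Dose accounted for 14.6% of the variance between pulmonary libraries (permutation test, p = 1e-05, the smallest that 100000 permutations can give) and time for 6.68% (permutation test, p = 0.0229), or 7.29% and no longer past the threshold without the libraries that stand apart (permutation test, p = 0.0723). Among sham mice alone, 121 miRNAs changed with time by limma, where all 4 sham lungs of 24h and 2 of 0h are of the last mouse number set, and this count was 0 with a term for the number sets and 1 with a term for the last set and without the other libraries that stand apart.

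The 3 mouse number sets accounted for 33.8% of the variance in lungs (permutation test, p = 1e-05). The sets were defined after these values had been seen, and all 7 libraries of the last set stand apart, so this p does not measure chance. Within the first set, dose (LD10 or HNLD) accounted for 5.42% (permutation test, p = 0.0593), and no miRNA differed between LD10 and HNLD by limma, with 28 at an unadjusted p under 0.05. Within the middle set, dose (LD50 or sham) accounted for 8.76% (permutation test, p = 0.0136). Time accounted for 10.6% within the first set and 18.6% within the middle set (permutation test, p = 0.282 and 0.0274). The shares of the middle set include 4 LD50 lungs of 24h but no sham lung of that time, so its dose and time shares are not separate. For single miRNAs within the middle set, LD50 at 0h, 6h and 7d was compared with sham of the same times, and 4 miRNAs were higher and 4 lower. The 4 lower ones are abundant in brain. They were miR-128-3p (log2 fold change −0.65, SE 0.1, limma adjusted p = 0.00161; 144 ± 21 in 9 LD50 mice and 220 ± 71.5 in 10 sham mice), miR-138-5p (−0.93), miR-9-5p (−1.64) and miR-124-3p (−1.7). The higher ones were miR-181c-5p (log2 fold change 0.37, SE 0.07, limma adjusted p = 0.00521; 5500 ± 547 and 4210 ± 422), the myeloid miRNA miR-223-3p (0.62), let-7j (0.35) and miR-340-5p (0.32). These 8 and the 5 above were named after their values had been seen. With a term for the number sets, 2 miRNAs changed by dose and 0 by time or dose × time, and the count by time was 0 to 26 when 1 library was left out at a time. The count by dose × time was 18 without FP94.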

The tissue-specific miRNA sequencing yielded 1,021 cortical reads, 648 cardiac reads, and 794 pulmonary reads.

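A library of cortex held a median of 982 miRNAs with at least 1 read (857 to 1084, SD 53.6, n = 63), one of heart 655 (413 to 796, SD 89.0, n = 64) and one of lungs 807 (488 to 899, SD 98.6, n = 63). Over all libraries of a tissue, 1582 of the 1960 miRNAs in the tables were detected in at least 1 library of cortex, 1369 in heart and 1496 in lungs. The most abundant miRNAs, taken by mean normalized value, were miR-181a-5p (119000), miR-22-3p (56000) and miR-9-5p (56000), a neuronal miRNA, in cortex. In heart they were miR-22-3p (157000), miR-486a-5p (118000), a miRNA of red blood cells, and miR-143-3p (103000), a miRNA of smooth muscle, followed by the cardiac miR-133a-3p (102000). In lungs they were miR-143-3p (139000), miR-30a-5p (82500) and miR-22-3p (73200). The tables of the tissues were normalized separately, so these levels are not compared between tissues. The number detected depends on depth, and the heart and lung libraries with the fewest reads set the low ends of these ranges. The miRNAs named here for their level were chosen after it had been seen.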

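At 7d, the cortex of fentanyl mice held less of the 183-96-182 cluster, known as sensory-organ miRNAs, and of the 200 family than the cortex of sham mice. All 3 measured members of the cluster were lower, as were all 8 of the family (the same counts when adjusted over the list alone), with median log2 fold changes of −4.21 and −3.5 (fry adjusted p = 0.00139 and 0.0013). MiR-182-5p was 1170 ± 1260 after fentanyl and 9980 ± 4010 in sham (log2 fold change −4.21, SE 1.06, limma adjusted p = 0.0126). MiR-183-5p was 119 ± 127 and 1230 ± 777 (log2 fold change −4.32, SE 1.11, limma adjusted p = 0.0139), and miR-96-5p 8.05 ± 10.8 and 74.2 ± 20.4 (−3.87, SE 0.89, limma adjusted p = 0.00867). Of the family, miR-429-3p was 290 ± 336 and 2210 ± 735 (−3.71, SE 0.8, limma adjusted p = 0.00867), miR-200a-3p 210 ± 261 and 1700 ± 728 (−3.88, SE 0.86, limma adjusted p = 0.00867), miR-141-3p 96.2 ± 125 and 844 ± 317 (−4.12, SE 1.0, limma adjusted p = 0.0121) and miR-200b-3p 128 ± 141 and 789 ± 266 (−3.22, SE 0.77, limma adjusted p = 0.0101). MiR-200c-3p (−3.70), miR-200a-5p (−3.30) and miR-141-5p (−2.72) were lower too, and miR-3060-3p was the 1 miRNA that was higher (9.01 ± 1.87 and 5.18 ± 4.46). In NCBIM37 (mm9), Mir182 lies on chromosome 6 from 30115918 to 30115992, Mir96 from 30119446 to 30119551 and Mir183 from 30119668 to 30119737, on the minus strand outside any annotated gene. Mir429, Mir200a and Mir200b lie on chromosome 4 from 155428014 to 155429859, in an intron of Ttll10, with Mir429 also in an exon of the transcript Gm13648, and Mir141 and Mir200c on chromosome 6 from 124667932 to 124668408, in an intron of the transcript Gm15884.

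**Figure D1:**
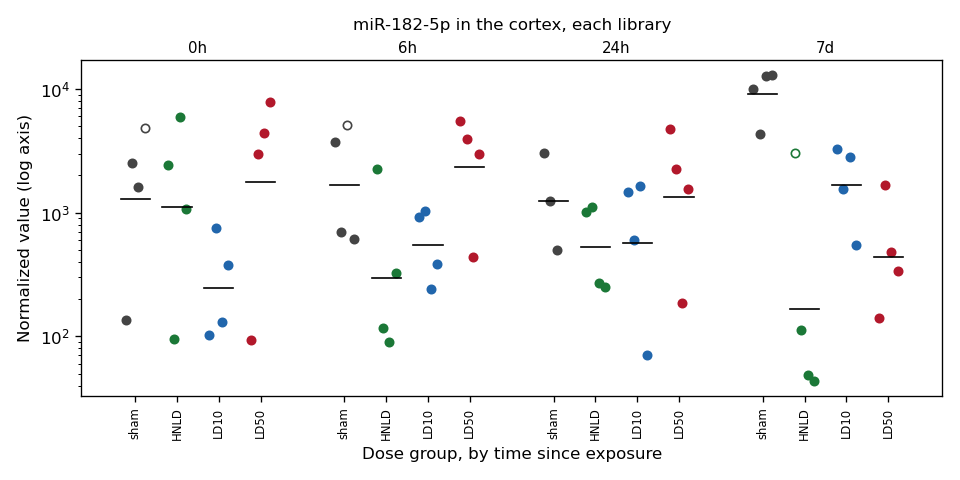
Normalized value of miR-182-5p (log axis) in each cortical library, by dose group and time. Short lines are means of the log2 values, and open circles mark the 3 libraries that stand apart. At 7d the sham libraries lie at 4330 and above and the fentanyl libraries at 3270 and below.

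In all, 12 cortical miRNAs differed from sham at 7d by limma, 1 higher and 11 lower, and by dose the calls came at HNLD (11 lower), with none at LD10 or LD50 (4 and 13 at an unadjusted p under 0.05), a difference between doses that was not tested. When the libraries that stand apart were left out, limma called 2 higher and 9 lower at HNLD, 8 lower at LD50 and 0 at LD10 (19 at an unadjusted p under 0.05). Of the 18 other lists, none had a called member at 7d, and fry gave adjusted p of 0.998 or more. The number of calls at 7d was 0 without sham mouse FP84 and 4 without sham mouse FP81. The calls ended without FP84 although the fall stayed large. For miR-183-5p the log2 fold change was −3.98 without FP84 and −4.32 with all libraries. For miR-141-3p it was −3.94 and −4.12. For both, these were the smallest falls when any 1 library was left out. Table S2 of the paper names 72 cortical miRNAs, of which 66 were tested here. Of these, 5 changed by dose, 0 by time and 0 by dose × time by limma (18 by dose × time at an unadjusted p under 0.05, 0 by edgeR and 7 by DESeq2). The study chose this list on these samples, so its counts are not independent evidence.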

*Cortex-specific miRNAs:* The analytical pipeline presented in **Figure 1B** identified 72 miRNAs, which were sequentially homologous and functionally similar between humans and mice (**Supplementary Table 2** and **Supplementary Figure 5A**). Of these 72 miRNAs, 6 cortical miRNAs were significantly regulated among all 12 conditions, namely, 3 doses × 4 time points (**Supplementary Figure 6**), and 2 of the miRNAs, namely miR-324-5p and miR-877-3p, were found to be the most consistently regulated miRNAs across these 12 conditions. Both miRNAs were upregulated in nine out of 12 conditions.

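No cortical miRNA passed the threshold in all 12 conditions, by limma, at an unadjusted p under 0.05, by edgeR or by DESeq2. By limma, 14 passed it in at least 1 condition. These calls fell at HNLD, 11 at 7d and 3 at 6h, where miR-34c-5p (log2 fold change −1.29) and miR-34c-3p (−1.62), miRNAs of multiciliated cells, were lower and miR-1306-5p (0.90) was higher. The 3 were named after their values had been seen. The sign of the difference from sham was the same in all 12 conditions for 15 miRNAs.

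In the mean of the 3 doses against sham, no single cortical miRNA was called by limma at 0h or 6h, but whole groups shifted. The sham groups of these times hold FP96 (0h) and FP85 (6h), whose profiles are close to lungs. The neuronal and 12qF1 shifts at 0h ended without the libraries that stand apart, as given below. At 0h the 16 neuronal miRNAs had a median log2 fold change of 1.83 (fry adjusted p = 0.0425), with 15 higher when adjusted over the list alone, and the 64 miRNAs of the 12qF1 imprinted cluster had a median of 1.28 (fry adjusted p = 0.0425), with 44 higher when adjusted over the list alone. MiR-9-5p, a neuronal miRNA, was 60000 ± 12000 after fentanyl and 42500 ± 28300 in sham (log2 fold change 2.29). The red blood cell, leukocyte, inflammation feedback, smooth muscle and fibroblast, and 17-92 lists moved the other way (fry adjusted p = 0.0425 for each), with 4 of 5, 3 of 4, 3 of 4, 3 of 5 and 5 of 12 members lower when adjusted over the list alone. Of oligodendrocyte miRNAs 2 of 4 were higher on that count (fry adjusted p = 0.0654), both endothelial miRNAs were lower, and none of 5 neuronal activity miRNAs was called (fry adjusted p = 0.0521). MiR-142a-5p, a leukocyte miRNA, was 343 ± 108 and 2470 ± 3970 (log2 fold change −1.60). At 6h all 5 multiciliated cell miRNAs and 4 of 5 of the p53-induced 34 family were lower when adjusted over the list alone (fry adjusted p = 0.00612 and 0.00649), among them miR-34c-5p (2720 ± 1240 and 5190 ± 3230). On the same count, 37 of the 12qF1 imprinted cluster were higher at 6h, and 4 red blood cell, 1 leukocyte, 3 inflammation feedback, 3 smooth muscle and fibroblast and 2 endothelial miRNAs were lower (fry adjusted p of 0.0733 or more). With RLE scaling and the same count, 0 of the 12qF1 imprinted cluster were higher at 6h, and at 0h 0 of the 17-92 clusters were lower and 2 neuronal activity miRNAs were higher (fry adjusted p = 0.0459 for both lists at 0h). The remaining lists had no called member on either count at 0h (fry adjusted p = 0.116 to 0.663), and none of the 20 had one at 24h (fry adjusted p = 0.99 or more).

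Over all miRNAs, limma called 0 at 0h and 0 at 6h, where 207 and 195 had an unadjusted p under 0.05, edgeR called 125 and 121, and DESeq2 103 and 117. At 24h limma called 0, with 7 at an unadjusted p under 0.05 and 0 by edgeR and DESeq2. The shifts moved with sham libraries FP96 (0h) and FP85 (6h), whose profiles had correlations of 0.639 and 0.644 with the median profile of the cortex and of 0.991 and 0.991 with that of the lungs, and in which the neuronal miR-124-3p stood at 4.83 and 13.0. Without the libraries that stand apart, the medians at 0h were 0.04 for neuronal miRNAs and 0.04 for the 12qF1 imprinted cluster (fry adjusted p = 0.875 for both), and that of multiciliated cell miRNAs at 6h was −0.48 (fry adjusted p = 0.518). Without FP96 alone, 195 miRNAs passed the threshold in at least 1 condition and 3 had one sign in all 12, while limma called 219 at 0h without FP95, 209 without FP85, 202 without FP88, and 215 at 6h at most.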

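MiR-324-5p, which the paper links to neuronal injury, and miR-877-3p, which it links to apoptosis, lay above sham in the first hours after fentanyl and near or below it at 24h, and with all libraries neither passed the threshold at any time. At 0h miR-324-5p was 173 ± 38.2 after fentanyl and 135 ± 52.6 in sham (log2 fold change 0.44, SE 0.19, limma adjusted p = 0.0917), and at 6h 164 ± 48.7 and 143 ± 46.1 (0.20, limma adjusted p = 0.4). At 24h and 7d its log2 fold change was 0.06 and 0.00, and over all times it was 0.17 (SE 0.10, limma adjusted p = 0.165). MiR-877-3p was 41.1 ± 6.6 and 27.6 ± 12.7 at 0h (log2 fold change 0.71, SE 0.27, limma adjusted p = 0.0857), 61.1 ± 14.5 and 40.5 ± 24.4 at 6h (0.84, SE 0.27, limma adjusted p = 0.105), 43.2 ± 10.2 and 54.8 ± 10.6 (n = 3 sham) at 24h (−0.35, limma adjusted p = 0.999) and 45 ± 8.23 and 37.6 ± 7.13 at 7d (0.25). Over all times its log2 fold change was 0.36 (SE 0.14, limma adjusted p = 0.111). Each of the 2 miRNAs lay above the sham mean of its time in 9 of 12 conditions. When dose labels were permuted within each time, 9 or more conditions above sham came up with p = 0.14 for each (permutation test, one-sided, 100000 permutations).

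Mir324 lies on chromosome 11 of NCBIM37 from 69825545 to 69825633, in an exon of Dvl2 on the same strand and opposite an intron of Acadvl. Mir877 lies on chromosome 17 from 36097675 to 36097759, in an intron of Abcf1. Within the middle mouse number set, LD50 against sham at 0h, 6h and 7d gave −0.16 (SE 0.17) for miR-324-5p and 0.40 (SE 0.27) for miR-877-3p, and without the libraries that stand apart −0.25 (SE 0.11) and 0.21 (SE 0.12).

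**Figure D2:**
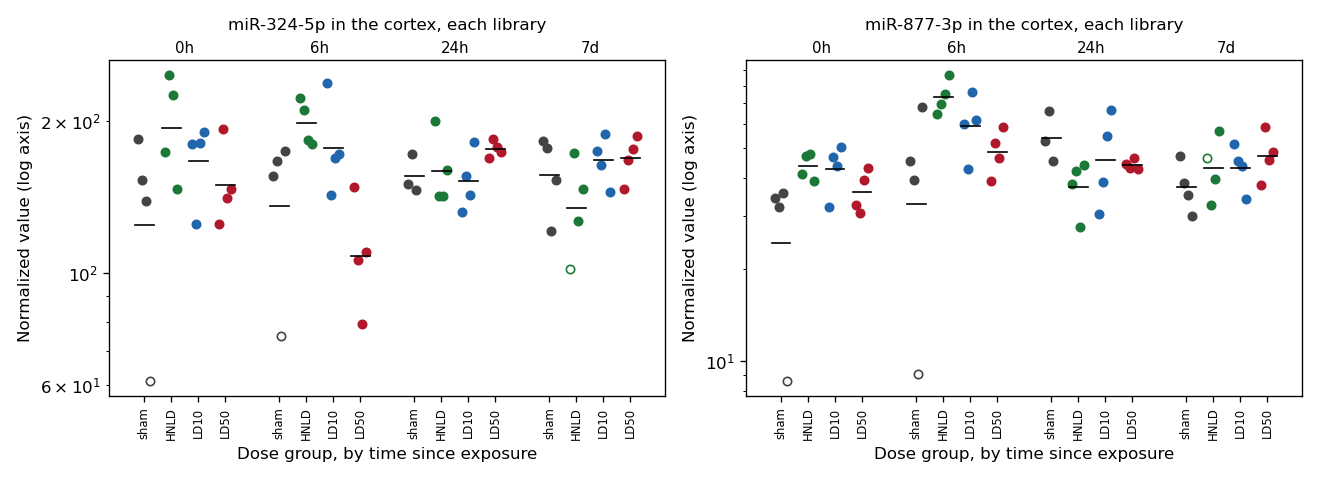
Normalized values of miR-324-5p and miR-877-3p (log axis) in each cortical library, by dose group and time. Short lines are means of the log2 values, and open circles mark the 3 libraries that stand apart, of which sham mouse FP96 at 0h has the lowest miR-877-3p (8.64).

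Without FP96, the log2 fold changes at 0h were 0.10 for miR-324-5p and 0.25 for miR-877-3p, and without FP85 those at 6h were −0.08 and 0.26. Leaving out other sham libraries of the same time raised some of these values, and cortical calls at 0h and 6h moved with the library left out. Over all times, miR-877-3p passed the threshold when FP77, FP86, FP87 or FP95 was left out (0.40 to 0.45), and miR-324-5p was −0.01 with library weights.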

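In heart, no muscle miRNA passed the threshold by limma when the mean of the 3 doses was compared with sham. At 6h all 10 measured muscle miRNAs lay below sham (median log2 fold change −0.53, −1.04 to −0.13, fry adjusted p = 0.354), and the HNLD group of that time holds the library of FP38, whose profile is closest to the lungs. MiR-133a-3p, a miRNA of heart and skeletal muscle, was 101000 ± 22200 after fentanyl and 94600 ± 30200 in sham at 0h (log2 fold change 0.11), and miR-1a-3p was 1770 ± 843 and 2970 ± 1890 at 6h (−0.82, SE 0.41, limma adjusted p = 0.786). In this comparison none of the 20 lists had a member past the threshold at any time, while at HNLD alone members of the muscle list and of the 200 family passed it at 6h. The smallest fry adjusted p by time was 0.68 at 0h, 0.126 at 6h, 0.876 at 24h and 0.797 at 7d, and that of 6h belonged to red blood cell miRNAs. Of those, 2 were lower at 6h when adjusted over the list alone, and miR-451a was 5710 ± 1590 after fentanyl and 8890 ± 2880 in sham (−0.64, SE 0.21, limma adjusted p = 0.786). Of the hypoxia list, miR-210-5p was higher at 24h when adjusted over the list alone (15.1 ± 3.17 and 8.43 ± 7.56, log2 fold change 1.39, SE 0.43, limma adjusted p = 0.449), and miR-210-3p at 6h had a log2 fold change of −0.34 (limma adjusted p = 0.786). MiR-143-3p, of smooth muscle, had one of 0.56 at 0h (limma adjusted p = 0.793). Over all miRNAs, limma called 0 against sham at 0h, 6h, 24h and 7d. At an unadjusted p under 0.05 there were 18, 15, 19 and 7, edgeR called 0, 0, 4 and 0, and DESeq2 0, 0, 7 and 0.

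Table S2 of the paper names 30 cardiac miRNAs, and 28 of them were tested here. By limma 0 of these changed by dose, 0 by time and 0 by dose × time, with 5 by dose × time at an unadjusted p under 0.05 and 0 by edgeR and DESeq2. The list was chosen by the study on these samples and is not independent evidence.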

*Heart-specific miRNAs:* The analytical pipeline presented in **Figure 1B** identified 30 miRNAs, which were sequentially homologous and functionally similar between human and mouse (**Supplementary Table 2** and **Supplementary Figure 5B**). 

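No cardiac miRNA passed the threshold in all 12 conditions by limma, at an unadjusted p under 0.05, by edgeR or by DESeq2, and none had one sign in all 12 by limma (1 by edgeR and 1 by DESeq2). In 1 condition, HNLD at 6h, 23 miRNAs differed from sham by limma, 8 higher and 15 lower. Muscle miRNAs were among the lower ones, with log2 fold changes of −2.9 (SE 0.69, limma adjusted p = 0.0152) for miR-499-5p, −2.01 (SE 0.51, limma adjusted p = 0.0202) for miR-1a-3p, −1.76 for miR-208a-3p and −1.60 for miR-133a-3p. Epithelial miRNAs were among the higher ones, with 3.89 (SE 1.0, limma adjusted p = 0.0202) for miR-205-5p, 3.14 (SE 0.93, limma adjusted p = 0.0258) for miR-429-3p, 2.64 for miR-141-3p and 2.15 for miR-200c-3p. All of these were named after their values had been seen, except miR-1a-3p, miR-499-5p and miR-133a-3p, which are among the 10 cardiac miRNAs with the smallest p for dose × time (limma adjusted p = 0.694).

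The calls at HNLD 6h rest on the library of mouse FP38, without which the count is 0. Its profile had a correlation of 0.849 with the median profile of the heart and of 0.993 with that of the lungs, and it held 104 of miR-1a-3p and 1510 of miR-200a-3p. The count was 36 without FP33, 3 without sham mouse FP86 and 1 without sham mouse FP78.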

Further analysis found no miRNAs that were consistently regulated in the fentanyl dose and time gradient.

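At 24h the lungs of fentanyl mice differed from sham in 171 miRNAs by limma, 99 higher and 72 lower. The largest fall was in miR-1a-3p, a muscle miRNA, which was 82.4 ± 28.2 after fentanyl and 3960 ± 290 in sham (log2 fold change −5.65, SE 0.68, limma adjusted p = 5.49e-09), and miR-206-3p, of skeletal muscle, was 8.53 ± 2.72 and 143 ± 12.2 (−3.96, SE 0.7, limma adjusted p = 8.64e-06). MiR-24-3p was 1720 ± 413 and 28600 ± 3930 (−4.08, SE 0.52, limma adjusted p = 1.36e-08). MiR-7a-5p (−4.57), miR-379-5p (−3.66), miR-494-3p (−3.33), miR-3068-5p (−3.28), miR-503-5p (−3.23), miR-425-3p (−3.21) and miR-411-3p (−3.10) were also lower. The largest rises were in miR-100-5p, 351 ± 51.8 and 137 ± 22.7 (1.35, SE 0.22, limma adjusted p = 1.73e-06), and in miR-15a-3p, miR-7015-3p, miR-874-3p, miR-301b-3p, miR-7068-3p, miR-221-5p, miR-10b-5p, miR-363-3p and miR-486a-5p, with log2 fold changes from 1.33 to 1.08.

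Over all tested miRNAs 99 of 371 were higher and 72 lower at 24h, and every sham lung of that time is of the last mouse number set. By list, 5 of 8 measured members of the 200 family, which marks epithelium, fell and 1 rose (fry adjusted p = 0.0304). MiR-200a-3p was 1630 ± 316 and 9100 ± 1180 (−2.49, SE 0.39, limma adjusted p = 9.37e-07) and miR-200c-3p 293 ± 28.4 and 1550 ± 206 (−2.40, SE 0.34, limma adjusted p = 1.35e-07). Of neuronal miRNAs 2 of 7 fell (fry adjusted p = 0.00469), miR-7a-5p and miR-218-5p, and of neuronal activity miRNAs 2 of 4, both arms of miR-132 (0.013). Of choroid plexus miRNAs 3 of 4 rose (fry adjusted p = 0.00259), namely miR-448-3p (1.01), miR-1298-5p (0.87) and miR-204-5p (0.80), as did 4 of 9 of the smooth muscle and fibroblast list (fry adjusted p = 0.0113, and with RLE scaling 3 of 9 and 0.0574), among them miR-199a-5p (464 ± 66.3 and 256 ± 38.7, 0.86) and miR-145a-3p (0.68). The leukocyte miRNAs moved apart, with miR-142a-5p higher (5190 ± 972 and 2710 ± 602, 0.94, limma adjusted p = 0.000989) and miR-150-5p (3290 ± 1280 and 10300 ± 2100, −1.78, limma adjusted p = 0.00149), miR-155-5p (−0.85) and miR-142a-3p (−0.67) lower, in all 2 of 5 higher and 3 lower (fry adjusted p = 0.406). Of the inflammation feedback list 2 of 6 rose and 3 fell (fry adjusted p = 0.195), with miR-146a-5p at 517 ± 118 and 3520 ± 504 (−2.78, SE 0.48, limma adjusted p = 5.91e-06), and 3 rose when adjusted over the list alone. For the other lists, counts over all miRNAs and over the list alone were the same.

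Of the 12qF1 imprinted cluster 7 of 24 fell (fry adjusted p = 0.0674), of the 29 family 1 of 6 rose and 3 fell (0.0672), of the 17-92 clusters 5 of 13 rose and 2 fell (0.144), and of let-7 2 of 16 rose and 1 fell (0.122). Of 5 multiciliated cell miRNAs and of 5 of the p53-induced 34 family 2 rose and 1 fell, with negative medians and a fry direction upward (fry adjusted p = 0.913 and 0.704). Of the 183-96-182 cluster 2 of 4 rose and 1 fell, and of muscle miRNAs 2 of 7 fell, both with positive medians and a fry direction downward (0.961 and 0.307). Of red blood cell miRNAs 1 of 6 rose (0.406). With RLE scaling 8 of the 12qF1 imprinted cluster fell (fry adjusted p = 0.0191), 4 of the 29 family fell and 0 rose (0.0156), 3 of the 17-92 clusters rose and 3 fell (0.852), 1 of let-7 rose and 1 fell, and 0 multiciliated cell and 0 34 family miRNAs rose. Of 2 liver miRNAs 1 rose and 1 fell, of 2 endothelial miRNAs 1 fell, miR-126a-3p (−0.64), of 2 oligodendrocyte miRNAs 1 rose, and of 2 hypoxia miRNAs none was called.

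The copy of Table S2 used here holds 134 pulmonary names, fewer than the paper counts, so no overlap or set test was run on it. Of its names 115 were tested, 83 changed by dose, 4 by time and 25 by dose × time, and 98 differed from sham at 24h, 51 of them lower. The study chose these names on these samples, so the counts are not independent evidence.

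All 4 sham lungs of 24h belong to the last mouse number set. With a term for that set and without the other libraries that stand apart, 0 miRNAs were called at 24h, and the log2 fold changes were −0.83 for miR-1a-3p and 0.50 for miR-24-3p. With RLE scaling 70 were higher and 84 lower, and thinned to one depth miR-874-3p was −0.67. Calls of named miRNAs that ended without 1 library included miR-221-5p (0.51), miR-363-3p (0.55), miR-34c-5p (0.73) and miR-29a-3p (0.34) without FP93, and miR-301b-3p (0.64) and miR-132-5p (−0.77) without FP91.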

*Lungs-specific miRNAs:* The analytical pipeline presented in **Figure 1B** identified 135 miRNAs, which were sequentially homologous and functionally similar between human and mouse (**Supplementary Table 2** and **Supplementary Figure 5C**). Of these 135 miRNAs, 19 pulmonary miRNAs were significantly regulated among all 12 conditions, namely, 3 doses × 4 time points (**Supplementary Figure 7**). 

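No pulmonary miRNA passed the threshold in all 12 conditions, by limma, at an unadjusted p under 0.05, by edgeR or by DESeq2. By limma 178 passed it in at least 1 condition, and 22 had one sign in all 12. The calls fell at 0h and 24h. At 0h there were 11 higher and 21 lower at HNLD, 14 and 20 at LD10, and 4 and 13 at LD50. At 24h there were 76 and 60, 60 and 57, and 77 and 60. At 6h and 7d, 1 miRNA was higher at HNLD at each time, and no other condition had a call.

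Over the 3 doses, 51 miRNAs differed from sham at 0h by limma, 19 higher and 32 lower. Of neuronal miRNAs 2 of 7 fell (3 when adjusted over the list alone; fry adjusted p = 0.0077), miR-7a-5p (log2 fold change −2.53) and miR-138-5p (72.4 ± 55.2 after fentanyl and 142 ± 31 in sham, −1.14, SE 0.28, limma adjusted p = 0.00469). Of neuronal activity miRNAs 2 of 4 fell (fry adjusted p = 0.011), among them miR-132-3p (67.3 ± 22.5 and 139 ± 26.9, −1.08, SE 0.24, limma adjusted p = 0.00216). The largest falls were in miR-1a-3p (75.9 ± 39.9 and 2220 ± 2560, −3.54, SE 0.68, limma adjusted p = 0.00111), miR-7a-5p, miR-206-3p (−2.49), miR-24-3p (1710 ± 441 and 17500 ± 18600, −2.08, SE 0.52, limma adjusted p = 0.00469), miR-379-5p (−2.04), miR-425-3p (−1.87), miR-3068-5p (−1.82), miR-411-3p (−1.75) and miR-146a-5p (−1.61). The largest rises were in miR-301b-3p (7.48 ± 1.79 and 1.69 ± 1.37, 1.81, SE 0.36, limma adjusted p = 0.00111), miR-27a-5p (32.6 ± 7.94 and 15.9 ± 7.37, 1.09, SE 0.23, limma adjusted p = 0.00176), miR-183-5p (0.95), miR-26a-2-3p, miR-142a-5p, miR-652-3p (0.75), miR-1198-5p, miR-450b-5p (0.72), miR-125b-1-3p (0.69) and miR-151-3p.

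Of the other lists at 0h, 6 of 24 of the 12qF1 imprinted cluster fell (fry adjusted p = 0.123), 2 of 8 of the 200 family (0.629), 2 of 6 of inflammation feedback (0.685), 2 of 7 of muscle (0.204), 1 of 2 endothelial and 1 of 16 of let-7 (0.785). The leukocyte list had 1 of 5 higher (0.629, with a median of −0.01 and a fry direction upward), oligodendrocyte 1 of 2, smooth muscle and fibroblast 1 of 9 (0 when adjusted over the list alone; 0.721), and the 183-96-182 cluster 1 of 4 higher and 1 lower (0.785). The choroid plexus, multiciliated cell, red blood cell, hypoxia, liver, 29 family, p53-induced 34 family and 17-92 lists had none. At 6h and 7d limma called 0 miRNAs over the 3 doses (35 and 24 at an unadjusted p under 0.05, and 0 by edgeR and DESeq2), and the smallest fry adjusted p over the lists was 0.584 and 0.539.

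Sham mice FP95 and FP96 at 0h belong to the last mouse number set, and without the libraries that stand apart 10 miRNAs were called at 0h, with log2 fold changes of −0.94 for miR-1a-3p and 0.32 for miR-24-3p, while 4 of 6 neuronal miRNAs fell (fry adjusted p = 0.000122). The count at 0h was 6 without FP95, 7 without FP96 and 85 without FP88, and that in at least 1 condition was 4 with a term for the number sets.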

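MiR-146b-5p, a miRNA induced by inflammatory signals that limits them, was lower in the lungs of fentanyl mice at 0h and 24h. At 24h it was 1120 ± 325 after fentanyl and 7650 ± 1130 in sham (log2 fold change −2.8, SE 0.57, limma adjusted p = 8.91e-05), and at 0h 1320 ± 863 and 5830 ± 5360 (−1.64, SE 0.57, limma adjusted p = 0.0441). At 6h it was 1990 ± 2580 and 2120 ± 1030 (−0.71, SE 0.57, limma adjusted p = 0.699) and at 7d 1800 ± 1410 and 2250 ± 1450 (−0.46, SE 0.58, limma adjusted p = 0.945; 3 libraries at LD50). Over all times it was 1550 ± 1530 after fentanyl and 4460 ± 3550 in sham (−1.40, SE 0.29, limma adjusted p = 0.000117). It lay below the sham mean in 12 of 12 conditions (permutation of dose labels within each time, one-sided, p = 0.0039). The permutation does not keep the mouse number sets together, and all 4 sham lungs of 24h and 2 of 0h are of the last set. By edgeR, by DESeq2, with library weights and with a term for the number sets, miR-146b-5p lay above sham in some conditions. Mir146b lies on chromosome 19 of NCBIM37 from 46417252 to 46417360, in an intron of Tmem180.

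**Figure D3:**
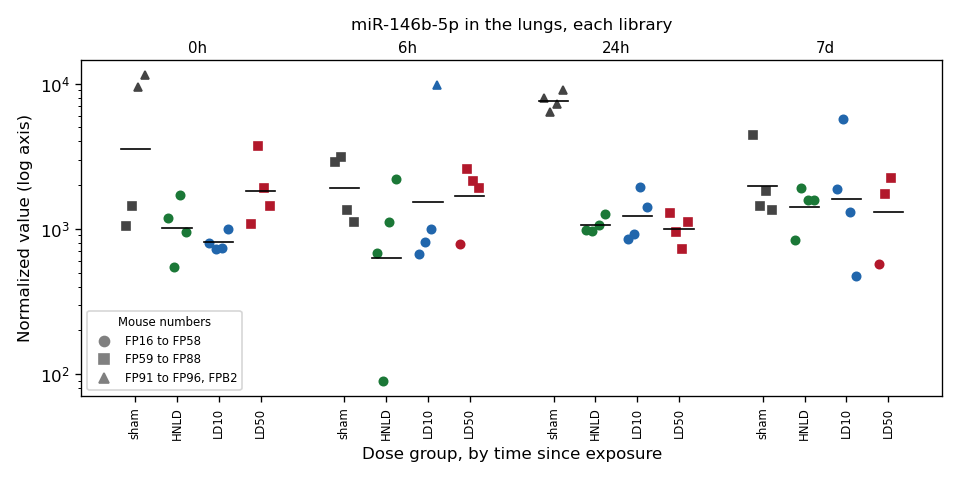
Normalized value of miR-146b-5p (log axis) in each pulmonary library, by dose group and time. Short lines are means of the log2 values, and shapes mark the mouse number sets (circles FP16 to FP58, squares FP59 to FP88, triangles FP91 to FP96 and FPB2). The 7 libraries of the last set lie between 6350 and 11400, and the others at 5690 and below.

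The sham lungs of 0h hold 1040 (FP87) and 1440 (FP88) from the middle set and 9410 (FP95) and 11400 (FP96) from the last set. Within the middle set, LD50 against sham at 0h, 6h and 7d gave a log2 fold change of 0.25 (SE 0.27, limma adjusted p = 0.671; 2090 ± 755 in 9 mice and 2000 ± 1100 in 10). Without the libraries that stand apart the log2 fold change at 0h was −0.01, and without FP96 alone it was −1.09. The call at 0h ended when any 1 of 11 libraries was left out, namely FP95, FP96 or 1 of 9 fentanyl libraries of 0h. With a term for the last set and without the other libraries that stand apart, it was 0.49 at 24h and −0.10 over all times.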

The hierarchical clustering of these 19 pulmonary miRNAs found miR-146b-5p that was consistently down-regulated across the fentanyl dose and time gradient.

*miRNA-mRNA integration:* **Figure 7A** lists the most consistent miRNA-mRNA axes in the cortex. To note: miR-324-5p-HOXA11, miR-877-3p-DKK, and miR-877-3p-MAP3K6 emerged as the leading cortical miRNA-mRNA axis that showed a consistent regulatory profile across the dose and time gradient. Likewise, **Figure 7B** listed the most consistent miRNA–mRNA axes in the lungs, and miR-146b-5p-SERPINA3 emerged as the leading pulmonary miRNA–mRNA axis that showed a consistent regulatory profile across the dose and time gradient.

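The miRNA members of these axes had the following log2 fold changes against sham of the same time in cortex, and the mRNAs were not analysed here. At 0h and 6h miR-324-5p lay highest at HNLD, with 0.63 at 0h (SE 0.24, limma adjusted p = 0.206; 198 ± 46.2, n = 4) and 0.54 at 6h (SE 0.24, limma adjusted p = 0.137; 200 ± 21.1, n = 4), then 0.04 at 24h (161 ± 27.3) and −0.22 at 7d (137 ± 30.1). At LD10 it was 0.42, 0.38, −0.03 and 0.10, and at LD50 0.26, −0.33, 0.18 and 0.11, in the order 0h, 6h, 24h and 7d. MiR-877-3p was 0.82 at HNLD at 0h (SE 0.33, limma adjusted p = 0.206; 43.7 ± 4.3, n = 4), 1.14 at 6h (SE 0.33, limma adjusted p = 0.0715; 74 ± 9.37, n = 4), −0.53 at 24h and 0.20 at 7d. At LD10 it was 0.78, 0.83, −0.25 and 0.21, and at LD50 0.55, 0.55, −0.29 and 0.33. No condition passed the threshold for either miRNA by limma. The sham groups of 0h and 6h hold FP96 and FP85, whose cortical profiles are close to lungs. Over the 3 doses, the log2 fold changes of both miRNAs were lower at 0h without FP96 and at 6h without FP85. The paper states that these pairs lead the cortical axes listed in Figure 7A.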

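By condition, miR-146b-5p passed the threshold in 4 of 12 comparisons with sham. At 24h its log2 fold change was −2.83 at HNLD (SE 0.7, limma adjusted p = 0.00135; 1070 ± 136, n = 4), −2.64 at LD10 (SE 0.7, limma adjusted p = 0.00332; 1290 ± 509, n = 4) and −2.93 at LD50 (SE 0.7, limma adjusted p = 0.00148; 1010 ± 232, n = 4), and at 0h it was −2.14 at LD10 (SE 0.7, limma adjusted p = 0.0458; 815 ± 124, n = 4). At 0h it was −1.83 at HNLD (limma adjusted p = 0.0914; 1090 ± 481) and −0.97 at LD50 (limma adjusted p = 0.458; 2040 ± 1180). At 6h it was −1.61, −0.33 and −0.18 at HNLD, LD10 and LD50, and at 7d −0.49, −0.30 and −0.60, with limma adjusted p of 0.164 or more. The LD10 lungs of 6h had 3080 ± 4490, with FPB2 of the last mouse number set at 9810 and the other 3 mice at 675 to 1000. The mRNA of this axis was not analysed here. With a term for that set and without the other libraries that stand apart, miR-146b-5p lay above sham in 5 of 12 conditions.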

**Figure 7:**
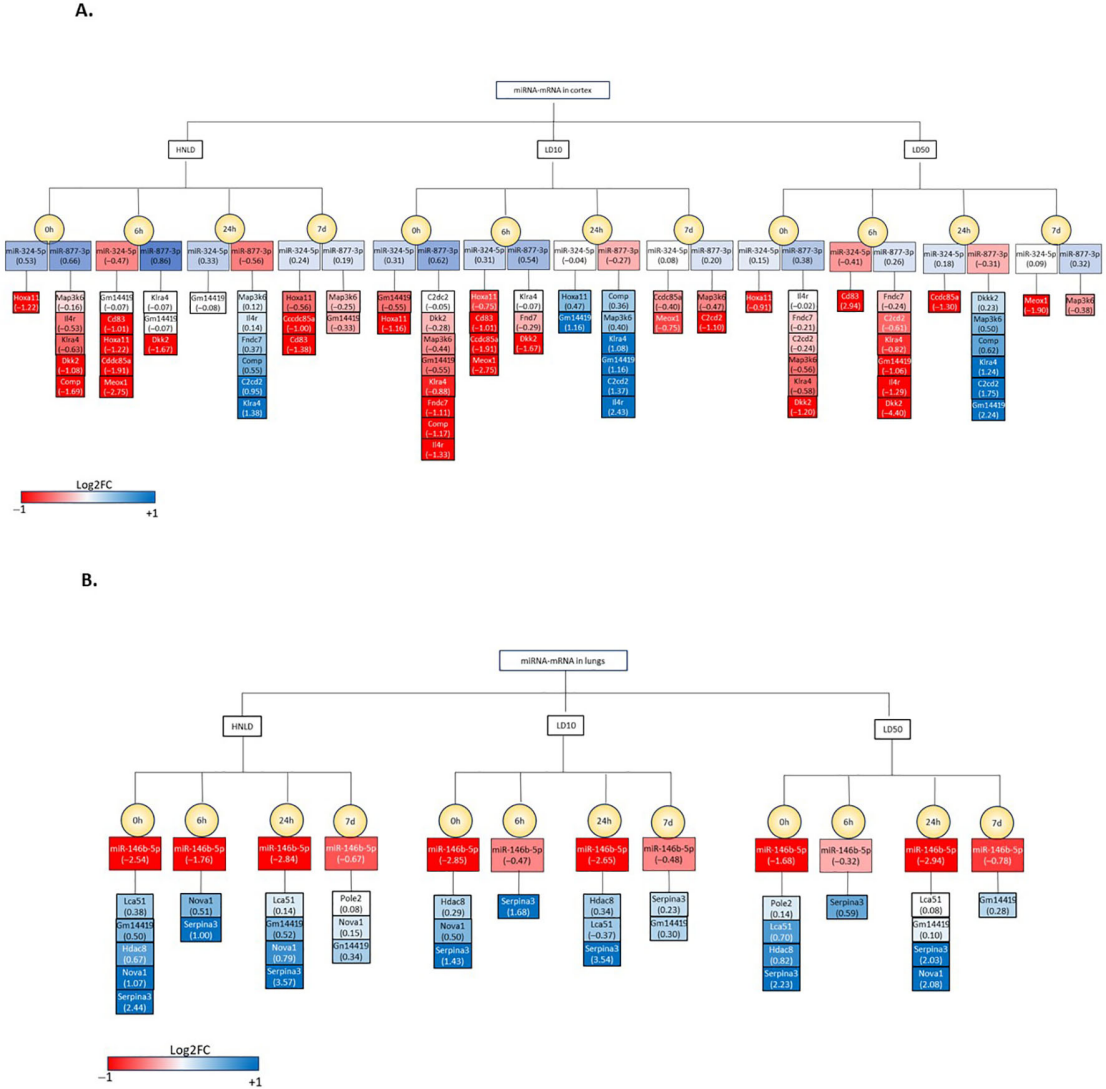
List of the miRNA-mRNA showing largely consistent regulation across the doses and time since exposure. The log_2_(fold change) values are in parenthesis next to the name of miRNAs and mRNAs. The legend of color bar is shown at the bottom of the figure. **(A)** miRNA-mRNA in cortex. Two miRNAs, namely *miR-324-5p* and *miR-877-3p*, and their downstream gene targets are featured. **(B)** miRNA-mRNA in lungs. *miR-146-5p* and its downstream gene targets are featured.

## Discussion

The current study builds upon previous findings using the SKH-1 mouse model, which identified the cortex, heart, and lungs as primary targets of fentanyl within the first 24h following LD10 exposure (19). Persistent reductions in glucose uptake were observed in these organs, accompanied by residual activity (19), which is typically triggered by fentanyl-induced rapid hypoxia followed by hyperoxia (7). This hypoxia–hyperoxia cycle eventually arrests brain function and triggers OIRD (32, 33), leading to mortality. Furthermore, the SKH-1 mouse model exhibited atypical cardiac dysregulation resembling WCS (34), a unique comorbidity of fentanyl overdose. Building on this data, the current study investigated the temporal and tissue-specific molecular responses across a time- and dose-gradient to better understand fentanyl’s systemic effects.

Unsupervised PCA plots of mRNA revealed time-dependent impacts of fentanyl in all three organs, suggesting significant transcriptional dysregulation aligned to the past report on PET scan (19). Furthermore, the PCA data highlighted the time-sensitive nature of fentanyl-induced molecular changes, which could be attributed to fentanyl’s rapid tissue distribution due to its high lipophilicity that essentially limits naloxone’s efficacy in reversing overdose (10, 35).

A major finding was the divergent response patterns of these tissues to fentanyl dose gradients. For example, the pulmonary apoptosis-necrosis network was rapidly activated even at the lowest dose, while the heart exhibited dose-dependent latency, with LD50 immediately activating the cardiac apoptosis-necrosis network, whereas HNLD inhibited it at 40 min post-administration. The cortical apoptosis-necrosis network followed a monophasic longitudinal pattern, with early inhibition, activation, and delayed inhibition. In contrast, the cortical immune response showed linear activation over time, co-activating with the pulmonary immune response, suggesting chronic inflammation even at HNLD doses. Persistent cortical immune activation was co-regulated with neurogenic lesion networks, while delayed cardiac apoptosis-necrosis activation was accompanied by pyroptosis, a rapid form of inflammatory cell death (36).

Gene expression analysis revealed tissue-specific molecular changes. In the cortex, genes such as *Tlx2* and *Slc9a2* were downregulated at HNLD and LD10 doses. *Tlx2* is involved in neurodevelopmental regulation (37), and *Slc9a2*, also known as *Nhe2*, is a sodium–hydrogen exchanger and plays a role in ion homeostasis and blood-brain barrier integrity (38). Longitudinal upregulation of cortical genes such as *Mcu* (39), *Cd1d1* (40), *Ccr4* (41), and *Ccr7* (41) highlighted neuronal damage caused by lethal fentanyl doses. In the lungs, inhibited *Sox9* (39) and activated growth-inhibiting *Ltf* at early time points across lethal doses were potentially linked to arrested pulmonary functions (42). Cardiac immune response suppression alongside apoptosis-necrosis network inhibition suggested potential regression of cardiac complications from fentanyl toxicity. Delayed activation of cardiac cell viability and IL-4/IL-13 signaling networks, previously associated with cardiac repair, supported our past proteomics result (18, 19, 43). Consistent upregulation of *Fos* (9) and G-protein coupled receptor (GPCR) signaling networks (44), along with inhibited zinc finger protein-encoding genes (45), indicated decreased signal transmission, a hallmark of fentanyl’s analgesic effects.

The temporal alterations in gene networks were mapped to key phenotypic observations that we have reported in past (18, 19) to better understand their underlying molecular mechanisms. For example, prior to the peak mortality rate following LD50 overdose, networks associated with cell death and immune functions were activated in the heart and lungs but remained inhibited in the cortex. Reduced glucose uptake was observed in all three organs, persisting up to 24h post-exposure. In the brain, reduced glucose uptake during early time points could be attributed to its overall inhibited function, which is particularly detrimental given the brain’s lack of energy reserves and reliance on a continuous glucose supply (32, 33). This observation aligns with the fentanyl-induced biphasic hypoxia-hyperoxia brain response, which is closely connected to OIRD and WCS (7, 32). Notably, the delayed response of the cortical apoptosis-necrosis-immune networks in comparison to that of lungs and heart could be a critical factor in prioritizing the target for early intervention.

Another major finding was the identification of tissue-specific miRNA-mRNA axes, including phylogenetically conserved miRNAs and their downstream gene targets (46). Machine learning analysis (26) identified cortical candidates *miR-324-5p* and *miR-877-3p* and pulmonary candidate *miR-146b-5p*, which have demonstrated phylogenetically conserved and functionally similar characteristics between humans and mice. miR-324-5p and miR-877-3p are linked to neuronal injury and apoptosis, respectively (47, 48), with miR-877-3p being investigated as a therapeutic target for stroke, a pathological endpoint of hypoxia, which is a comorbidity of fentanyl-induced neurotoxicity (7, 49). Cardiac miRNA-mRNA axes included *miR-324-5p–Hoxa11*, *miR-877-3p–Dkk*, and *miR-877-3p–Map3k6*, which regulate cell death, proliferation, and immune responses. 

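In heart, miR-324-5p did not pass the threshold at any of the 4 times. Over all times it was 21.7 ± 7.8 after fentanyl (n = 48) and 22.2 ± 8.29 in sham (n = 16), a log2 fold change of −0.01 (SE 0.15, limma adjusted p = 0.986). By time the log2 fold change was −0.28 at 0h (limma adjusted p = 0.975), −0.05 at 6h (0.973), 0.16 at 24h (0.987; −0.26 to 0.46 when 1 library was left out at a time) and 0.12 at 7d (0.998). MiR-877-3p did not reach a value of 10 in 4 cardiac libraries and was not tested there. The mRNAs of these axes were not analysed here.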

Pulmonary *miR-146b-5p* is negatively correlated with enhanced cell migration and invasion (50, 51), while *miR-449a-5p* is associated with cell viability (52). 

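MiR-449a-5p, a miRNA of multiciliated cells, was lower in the lungs of fentanyl mice at 24h, at 128 ± 47.4 and 603 ± 186 in sham (log2 fold change −2.28, SE 0.57, limma adjusted p = 0.00114). Its log2 fold change was −1.21 at 0h (SE 0.57, limma adjusted p = 0.168), −0.32 at 6h (limma adjusted p = 0.846) and −0.14 at 7d (limma adjusted p = 0.98), and over all times it was 153 ± 110 and 331 ± 270 (−0.99, SE 0.29, limma adjusted p = 0.00587). Within the middle mouse number set LD50 against sham gave 0.54 (SE 0.24, limma adjusted p = 0.274; 219 ± 91 in 9 mice and 150 ± 62.5 in 10). Mir449a lies on chromosome 13 of NCBIM37 from 113827742 to 113827832, in an intron of Cdc20b. With a term for the last set and without the other libraries that stand apart, the log2 fold change at 24h was 0.58.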

A consistently regulated *miR-146b-5p–Serpina3* axis is linked to immune pathways and tissue injury (53).

### Study limitations

The study acknowledges several limitations inherent to preclinical pharmacology research, particularly in the context of fentanyl exposure. First, the use of a ‘pure’ form of fentanyl differs from “street fentanyl,” which often contains impurities and adulterants. This distinction limits the applicability of the present findings to real-world scenarios of drug abuse (3), where poly-drug use (e.g., alcohol, cocaine, xylazine, methadone) is common. Consequently, the biological consequences of poly-drug use were beyond the scope of current study.

Hypoxia is one of the major and rapid implications of fentanyl (7), and there is a possibility that hypoxia could be followed by a hyperoxic phase in the surviving cohort. Current study was unable to demultiplex the impacts of hypoxia-exclusive molecular implications from the fentanyl related effects. While treating hypoxia in conjunction with fentanyl abuse is a logical strategy, understanding the hypoxia-specific molecular targets could offer unique advantages.

The use of immunocompetent SKH-1 mice minimized stress-induced confounding factors by bypassing pre-imaging hair removal. However, baseline pharmacokinetic data for fentanyl in this model were limited, necessitating a *de-novo* establishment of baseline parameters. Study parameters, including dose-response curves and time durations linked to clinical manifestations, were customized for the SKH-1 mouse model (18, 19).

Other limitations included a small sample density of four mice per study group and a male-biased model. 

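For the miRNA profiles, the first 2 principal components of log2(value + 1) held 73.2% of the variance between cortical libraries (61.7% and 11.5%), 40.1% between cardiac libraries (27.5% and 12.6%) and 46.3% between pulmonary libraries (30.0% and 16.3%). Without the libraries that stand apart the shares were 52.9%, 34.0% and 33.1%. In cortex, those libraries are low in neuronal miRNAs such as miR-124-3p (FP96 and FP85) or have the fewest reads of the tissue (FP24). With the 16 group means in place of libraries the pulmonary share was 67.6%.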

Two-dimensional PCA plots explained less than 30% of the total variance. These limitations were addressed by conducting a multi-omics assay across 64 mice, mapping over 25 million reads of mRNA profiles and 5 million reads of miRNA profiles, spanning a wide time- and dose-range. 

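A total of 5000000 recovered miRNA reads was reached by 25 of 63 cortical, 1 of 64 cardiac and 9 of 63 pulmonary libraries, and 9 cardiac and 10 pulmonary libraries held under 1000000. A single read stands for a normalized value of 0.1193 to 0.4795 in cortex, 0.2019 to 3.9615 in heart and 0.1683 to 4.1457 in lungs. At this depth miRNAs with low values, such as miR-141-5p in cortex (1.70 ± 2.01 after fentanyl at 7d) and miR-494-3p in lungs (1.38 ± 0.514 after fentanyl at 24h), rest on few reads per library.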

State-of-the-art analytical tools with strict statistical thresholds were employed, ensuring robust data analysis. This high-density profiling of the molecular landscape likely reduces the necessity for additional validation methods, providing a reliable dataset with high confidence.

The study’s focus on miRNAs addressed several limitations. By screening for miRNAs that are sequentially conserved and functionally similar between humans and mice, the research identified molecular features likely to play fundamental roles in gene regulation, cell signaling, and development. These conserved miRNAs provide insights into shared biological mechanisms across species and offer potential for miRNA-based interventions, such as mimics or inhibitors, with translational relevance to humans.

Finally, the average time of death post-LD50 exposure (~44 min) introduced potential survivor bias, as data collection continued from 6h or later (18, 19). To mitigate this, the study carefully monitored physical and behavioral attributes to determine optimal terminal time points for organ collection. Despite these limitations, the study employed robust methodologies and analytical tools to deliver meaningful insights into fentanyl’s molecular and physiological effects.

## Conclusion

In conclusion, the current study successfully utilized a specific rodent strain to integrate imaging data with omics results, providing a comprehensive analysis of tissue-specific molecular responses to fentanyl overdose. By customizing assay parameters and employing advanced analytical tools, the study identified phylogenetically conserved miRNA–mRNA targets with high translational potential, offering valuable insights for the development of next-generation therapeutic interventions. Furthermore, the identification of variable organ response profiles to a dose gradient highlights the potential for precision drug delivery systems to rapidly mitigate fentanyl toxicity. These findings contribute to a deeper understanding of fentanyl’s molecular effects and pave the way for targeted and effective therapeutic strategies.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found here: GSE296051and GSE296604 (GEO).

## Author disclaimer

Material has been reviewed by the Walter Reed Army Institute of Research. There is no objection to its presentation and/or publication. The opinions or assertions contained herein are the private views of the author, and are not to be construed as official, or as reflecting true views of the Department of the Army or the Department of Defense. Research was conducted under an IACUC-approved animal use protocol in an AAALAC International - accredited facility with a Public Health Services Animal Welfare Assurance and in compliance with the Animal Welfare Act and other federal statutes and regulations relating to laboratory animals.

## Supplementary material

Supplementary Figure 1 Significantly altered gene regulation patterns across the time since fentanyl exposure. The regulation profiles are plotted against the time since exposure. Those genes, which showed significant negative slope with time were boxed in the legend with a label “longitudinally downregulated.” Major biofunctions associated with each set of genes are presented in a box. **(A–C)** Cortex, **(A)** Cortex**-**HNLD. **(B)** Cortex-LD10. **(C)** Cortex-LD50. **(D–E)**: Heart. **(D)** Heart-LD10. **(E)** Heart-LD50. Note, no cardiac gene at HNLD met this criteria. **(F–H)**: Lungs. **(F)** Lungs-HNLD. **(G)** Lungs-LD10. **(H)** Lungs-LD50.

Supplementary Figure 2 Biofunction related to cell death. **(A–C)**: The molecular clusters include oval and rectangular nodes, which represent the genes and the sub-networks, respectively. The edges represent the relationships between the nodes. **(A)** Cortex, **(B)** Heart and **(C)** Lungs. **(D-E)** The hierarchical clusters of the genes linked to cell death. **(D)** 56 genes linked to cortical cell death. **(E)** 38 genes linked to cardiac cell death. **(F)** 70 genes linked to pulmonary cell death.

Supplementary Figure 3 Hierarchical clusters of the functional networks enriched by genes differentially expressed by dose × time. The color code is on the right-hand side. **(A–C)**: apoptosis, necrosis, and pertinent networks in **(A)** Cortex, **(B)** Heart, **(C)** Lungs. **(D–F)**: Immune response networks. **(D)** Cortex, **(E)** Heart, and **(F)** Lungs.

Supplementary Figure 4 Longitudinal profile of the z-scores of multi-tissue networks. The X-axis represents the time since fentanyl exposure and Y-axis represents the z-scores of the networks; z-score ≥ 1.0: activated network and z-score ≤ −1.0: inhibited network. **(A–C)**: Cortical cell death networks and its correlated networks across the tissues **(A)** Cortex- HNLD, **(B)** Cortex- LD10, **(C)** Cortex-LD50. **(D–F)**: Cardiac cell death networks and its correlated networks across the tissues **(D)** Heart- HNLD, **(E)** Heart- LD10, **(F)** Heart-LD50. **(G–I)**: Pulmonary cell death networks and its correlated networks across the tissues **(A)** Lungs- HNLD, **(B)** Lungs- LD10, **(C)** Lungs-LD50.

Supplementary Figure 5 The Venn diagram shows the number of miRNAs, which are sequentially and functionally conserved between humans and mice. The conserved miRNAs between the two arms of **Figure 1B** are labeled as features with high translational potential. **(A)** Cortex, **(B)** Heart, **(C)** Lungs.

Supplementary Figure 6 Differentially expressed cortical miRNAs across the dose and time since the exposure identified by a series of Venn analysis. A hierarchal cluster of the 6 most conserved miRNAs is shown.

Supplementary Figure 7 Differentially expressed pulmonary miRNAs across the dose and time since the exposure identified by a series of Venn analysis. A hierarchal cluster of the 19 most conserved miRNAs is shown.

Supplementary Table 1 Functional networks enriched by differentially expressed mRNA, which were cumulatively regulated by dose and time since fentanyl administration.

Supplementary Table 2 List of miRNAs generated by the ML-algorithm towards curating the conserved candidates between human and mice.

Supplementary Table 3 List of miRNAs and their downstream mRNA targets.

How the deposited data were processed for this re-analysis (not part of the article)

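Small RNA libraries from the cortex, heart and lungs of 64 male SKH-1 mice were used, 192 samples in the labels and 190 libraries in the tables (63 of cortex, 64 of heart and 63 of lungs). The mice were grouped by dose (sham, or HNLD, LD10 and LD50 at 62, 110 and 135 mg/kg) and by time (0h, which is 40 min after fentanyl, 6h, 24h and 7d), 4 mice per group, from the sample labels and the paper. The mRNA arrays and the human-mapped reads were not analysed here. All columns of the 3 tables were matched to samples by tissue and mouse number, and 0 columns were left out.

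The authors prepared libraries from total RNA, sequenced them, filtered them for quality, aligned them with Bowtie 1.0.0 to miRBase sequences of mm9, and scaled them by TMM with edgeR, as the paper and the submitters' processing notes state. They deposited 1 table per tissue, whose values are a normalized signal, namely reads divided by a factor for each library, with column totals of 840447 to 1820780 in cortex, 826888 to 1354922 in heart and 769230 to 1192958 in lungs. All low values checked (100%) were whole multiples of the value of 1 read within 0.1 read, so whole reads were recovered from them. They came to 1775669 to 8381425 per library in cortex, 215163 to 5355085 in heart and 196853 to 6540900 in lungs, and 1 read stands for a value of up to 0.4795, 3.9615 and 4.1457 in these tissues, which limits the precision of low values. TMM factors computed from these reads followed the factors of the tables in cortex and heart (correlation of log factors 1) and in lungs with a correlation of 0.954 and differences of up to 7.85%. The tables of the tissues were scaled separately, and tests were made within a table only. The reference used for positions was NCBIM37 with its GENCODE annotation, the same assembly as mm9.

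The design planned edgeR's quasi-likelihood test on counts. Since the deposited values are a scaled signal and not counts, the test used for every value was limma (3.58.1, moderated with a mean trend, R 4.3.3) on log2(value + 1) with 16 group means per tissue, after a filter that kept miRNAs with a value of at least 10 in at least 4 libraries. It tested dose, time, dose × time, time among sham mice, the mean of the 3 doses against sham at each time and over all times, and each dose at each time against sham. The adjusted p is the Benjamini-Hochberg one over the miRNAs tested, with a threshold of 0.05. The tested miRNAs held at least 99.77% of the signal of each library. In every group even the closest pair of libraries differed by more than the sampling noise (chi-square over degrees of freedom of 14.8 to 287.6 in cortex, 23.1 to 243.1 in heart and 12.2 to 190.6 in lungs).

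The 20 miRNA lists are the 183-96-182 cluster, 200 family, neuronal, neuronal activity, oligodendrocyte, choroid plexus, multiciliated cell, cardiac and skeletal muscle, red blood cell, leukocyte, inflammation feedback, hypoxia, liver, endothelial, smooth muscle and fibroblast, 29 family, p53-induced 34 family, 17-92 clusters, let-7, and 12qF1 imprinted cluster. Lists with at least 3 measured members were tested with fry, adjusted over the lists of a tissue and time. The rule for single miRNAs named each miRNA the paper names in a tissue it discusses, the 10 largest rises and the 10 largest falls of each comparison with sham at a time that passed the threshold with one sign at all 3 doses, the 10 smallest p for dose × time in each tissue, and of each list up to 4 called members with the largest changes, or the 2 most abundant where none was called. The paper's own values in Table S3 and Figure 7 had been seen when the rule was written.

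Shares of variance were computed from distances between libraries with 100000 permutations, or 10000 where 1 library was left out, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9. A library was said to stand apart when it left the main branch of a tree of 1 minus Pearson r at a distance of 0.05, and to be of low depth under 0.25 of its tissue's median total. There were 0, 5 and 10 libraries of low depth in cortex, heart and lungs. Profiles were compared with the median profile of each tissue, over 277 miRNAs past the filter in every tissue. That median was taken over the log2 values of the libraries that do not stand apart. Comparisons were also made within mouse number sets.

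Alternatives planned were RLE scaling, DESeq2 (1.42.0), no filter, edgeR (4.0.16) with its robust option, leaving out low-depth libraries, leaving out each library, unadjusted p, a two-way ANOVA, only the libraries of a time, the mean of all sham groups as reference, and for principal components and shares unit variance, a prior count of 0.5 and group means. Those added later were edgeR without its robust option, filterByExpr, pseudocounts of 0.25 and 4, library weights, leaving out libraries that stand apart, terms for the last mouse number set and for all number sets, and thinning to one depth.

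The fits were tested on simulated data with 200 changed miRNAs in the 24h comparison. Of miRNAs changed 2-fold, 53.7% were recovered among 482 in cortex, 89.6% among 320 in heart and 77.6% among 371 in lungs, and false calls made up 3.4%, 2.4% and 3.8% of calls. The simulated miRNAs varied independently, with no difference between mouse number sets and no library close to another tissue. These shares of false calls therefore do not cover calls that arise from either.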

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

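The tests chosen only after the result was seen are those of libraries handled apart, of LD50 within the middle mouse number set, of an adjacent brain region, of mouse number sets against dose, of LD50 against the 2 lower doses, of thinning to one depth, of leaving out the libraries that stand apart, and of terms for mouse number sets.

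In lungs, miR-146b-5p was lower after fentanyl at 0h and 24h, and its mean log2 value in sham stood 1.42 higher at these times than at 6h and 7d, while the fentanyl means of the times lay within 0.40. Argued against are a loss of leukocytes at 0h (median of the leukocyte list −0.01, members −0.40 to 0.78), and a fall at LD50 at 0h, 6h and 7d (0.25 inside the middle number set, lower 95% bound −0.28). Library depth stays open at 24h, where every sham lung is of low depth. Thinning to one depth took the calls there from 171 to 103 and left −2.76 (SE 0.55, limma adjusted p = 0.000163). Thinning keeps the expected share of each miRNA, so it could hardly have removed the fall of an abundant one. Leukocytes stay open at 24h (median −0.67, 2 of 5 members higher and 3 lower). Depth stays open at 0h too, since FP95 and FP96, the high sham libraries of that time, are both of low depth. Thinning took the calls at 0h from 51 to 23 and ended that of miR-146b-5p. It did not shrink the log2 fold change, which was −1.7 (SE 0.55, limma adjusted p = 0.0571) after thinning and −1.64 (SE 0.57) before. The 3 low-depth libraries outside the last set lay at 3130 and below and those of that set at 6350 and above. A candidate explanation is that mice FP91 to FP96 and FPB2 were handled apart, since without the libraries that stand apart the log2 fold change at 0h was −0.01 (the low-depth libraries include the same mice), sham mice FP87 and FP88 lay inside the fentanyl range (up to 3730), and FPB2, the fentanyl library of the set, lay at 9810, above the highest other fentanyl library (5690). At 24h every sham library belongs to that set, so there the set and fentanyl cannot be told apart, and an effect of fentanyl at 24h stays open.

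In cortex, the 183-96-182 cluster and the 200 family were lower after fentanyl at 7d. Outside tissue in only a few sham libraries is argued against, since 0 of 11 members were high in only 1 or 2 sham libraries of 7d, and for 9 of 11 every sham library lay above every fentanyl library. A varying amount of an adjacent brain region in the dissected cortex may account for the joint movement of the lists, whose means deviated together within groups of 0h, 6h and 24h (Pearson r = 0.979, Spearman rho = 0.964, permutation test p = 1e-05 for both, the smallest that 100000 permutations can give, n = 45 libraries, r = 0.974 without the 2 farthest). Any source shared by both lists would give such a correlation, so it cannot tell an adjacent region from other shared sources. At these other times 5 of 36 fentanyl libraries lay above the lowest sham value of miR-182-5p at 7d (4330). Why sham and fentanyl differ at 7d stays open, an effect of fentanyl included, and without sham mouse FP84 limma called 0 miRNAs there. The log2 fold changes without FP84 were −3.98 for miR-183-5p and −3.94 for miR-141-3p, against −4.32 and −4.12 with all libraries.

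In lungs, 45 miRNAs differed between LD50 and the 2 lower doses, 24 higher and 21 lower. On an axis from 0 at HNLD and LD10 to 1 at LD50 of the middle number set, the 2 LD50 libraries of the first set lay at −0.64 on average (−0.84 and −0.45) and the 10 sham libraries of the middle set at 0.77 (0.33 to 1.05). Not all sham libraries of the middle set lay past 0.5, so whether the mouse number set or the dose is the source of the difference stays open. That bar was not met by all LD50 libraries of the middle set either, which lay at 0.88 (0.47 to 1.35) when left out of the axis in turn. Libraries of HNLD and LD10 left out in turn lay at 0.05 (−0.53 to 0.97). Only 2 LD50 libraries lie outside the middle set.

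In 45 groups of 4 libraries tested for a library far from its group, 4 were found, where chance gives 2.2. In cortex, LD10 mouse FP21 at 0h had a miR-324-5p of 125, with the other 3 mice at 180 to 191. Sham mouse FP96 at 0h had a cortical miR-877-3p of 8.64, with the others at 32.1 to 35.6. In lungs, LD10 mouse FPB2 at 6h had a miR-146b-5p of 9810, with the others at 675 to 1000. Sham mouse FP81 at 7d had a pulmonary miR-146b-5p of 4400, with the others at 1340 to 1820.

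The difference between fentanyl and sham mice in miR-146b-5p in lungs differed between 24h and 7d by −2.34 (SE 0.82, limma adjusted p = 0.0352). All sham lungs of 24h belong to the last mouse number set, and with a term for that set and without the other libraries that stand apart the log2 fold change at 24h was 0.49, so the set and fentanyl cannot be told apart here. In cortex, the effect at 7d minus that at 24h was −3.46 (SE 1.59) for miR-182-5p and −2.93 (SE 1.2) for miR-429-3p (limma adjusted p = 0.999 for both). The fall of these miRNAs was therefore not shown to differ between these times.

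Some miRNAs that the paper does not discuss rose after fentanyl. In cortex at 7d this was miR-3060-3p (log2 fold change 1.14), whose call ended without FP83 (0.42) and without FP84. In lungs at 0h these were miR-26a-2-3p (0.89), miR-142a-5p (0.78), miR-1198-5p (0.74) and miR-151-3p (0.65). Each of these 4 calls ended without FP95, and those of miR-142a-5p and miR-151-3p also without FP96, both sham mice of the last mouse number set, and with a term for the number sets limma called 0 miRNAs at 0h. In lungs at 24h these were miR-15a-3p (1.33), miR-7015-3p (1.31), miR-7068-3p (1.26), miR-221-5p (1.14), miR-10b-5p (1.13), miR-363-3p (1.08) and miR-486a-5p (1.08), where all sham libraries belong to the last mouse number set, and limma called 0 miRNAs at 24h with a term for that set and without the other libraries that stand apart.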

How the results depend on the processing

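The alternatives chosen after results had been seen were edgeR without its robust option, filterByExpr, pseudocounts of 0.25 and 4, library weights, thinning to one depth, and every setting that leaves out the libraries that stand apart or adds a term for mouse number sets. No paired analysis was possible because the mice of the groups are different animals, and the columns carry only mouse numbers, which no 2 groups share. Under the model used for the values beside the paper's sentences, cortex had 5 miRNAs changed by dose, 0 by time, 0 by dose × time, 0 different from sham at 0h, 0 at 6h, 0 at 24h, 12 at 7d, 14 past the threshold in at least 1 condition, 0 past the threshold in all 12 conditions, 15 of 1 sign in all 12 conditions, 0 changed by time among sham mice and 0 of the study's list changed by dose × time. Heart had 0 miRNAs changed by dose, 0 by time, 0 by dose × time, 0 different from sham at 0h, 0 at 6h, 0 at 24h, 0 at 7d, 23 past the threshold in at least 1 condition, 0 past the threshold in all 12 conditions, 0 of 1 sign in all 12 conditions, 0 changed by time among sham mice and 0 of the study's list changed by dose × time. Lungs had 128 miRNAs changed by dose, 5 by time, 35 by dose × time, 51 different from sham at 0h, 0 at 6h, 171 at 24h, 0 at 7d, 178 past the threshold in at least 1 condition, 0 past the threshold in all 12 conditions, 22 of 1 sign in all 12 conditions, 121 changed by time among sham mice and 25 of the study's list changed by dose × time.

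Results that kept their direction and their side of the threshold, or counts that moved by no more than 1.5-fold, were the most frequent outcome under changes of scaling, filter and pseudocount. A pseudocount of 4 changed no direction and no call of the named miRNAs and moved no count by more than 1.5-fold. A prior count of 0.5 changed no call of the shares of variance. The lists of counts under each alternative below leave out counts that moved by no more than 1.5-fold. With 16 group means the first 2 principal components held 75.7% in cortex, 56.4% in heart and 67.6% in lungs, against 73.2%, 40.1% and 46.3%. In lungs, the number of miRNAs lower or higher at 24h stayed above 0 under every alternative that gave a value, except both terms for mouse numbers. No miRNA passed the threshold in all 12 conditions in any tissue under any alternative that gave this count, which could not be had in lungs without low-depth libraries or without the libraries that stand apart.

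At an unadjusted p under 0.05, cortex had 37 miRNAs changed by dose, 44 by time, 23 by dose × time, 207 different from sham at 0h, 195 at 6h, 7 at 24h, 330 past the threshold in at least 1 condition, 67 changed by time among sham mice and 18 of the study's list changed by dose × time. The heart had 22 miRNAs changed by dose, 41 by time, 17 by dose × time, 18 different from sham at 0h, 15 at 6h, 19 at 24h, 7 at 7d, 131 past the threshold in at least 1 condition, 13 changed by time among sham mice and 5 of the study's list changed by dose × time. The lungs had 66 miRNAs changed by time, 79 by dose × time, 100 different from sham at 0h, 35 at 6h, 24 at 7d, 305 past the threshold in at least 1 condition and 51 of the study's list changed by dose × time. These counts are larger because no correction for the number of miRNAs tested was made.

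With the two-way ANOVA and unadjusted p, cortex had 39 miRNAs changed by dose, 46 by time, 26 by dose × time and 19 of the study's list changed by dose × time. The heart had 23 miRNAs changed by dose, 40 by time, 14 by dose × time and 6 of the study's list changed by dose × time. The lungs had 71 miRNAs changed by time, 80 by dose × time and 50 of the study's list changed by dose × time. The missing correction is part of the construction of this setting.

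Without a filter on low values, cortex had 3 miRNAs changed by dose, 1 different from sham at 0h and 29 of 1 sign in all 12 conditions. The heart had 2 miRNAs different from sham at 6h, 1 at 24h, 1 at 7d, 1 of 1 sign in all 12 conditions and 3 changed by time among sham mice. The lungs had 0 miRNAs changed by time, 18 by dose × time, 3 different from sham at 6h, 44 of 1 sign in all 12 conditions and 13 of the study's list changed by dose × time. More miRNAs were then tested, and the cause of each change was not tested.

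With RLE scaling in place of the deposited scaling, lungs had 11 miRNAs changed by time. 1 log2 fold change of named miRNAs took the opposite sign, namely in cortex at 7d miR-324-5p 0.01. RLE scaling moved the median log2 fold change of all miRNAs by at most 0.114 in cortex, 0.076 in heart and 0.154 in lungs. Of the miRNAs called in lungs at 24h, 99 were higher and 72 lower (57.9% higher), against 70 and 84 (45.5% higher) with RLE scaling. Over all times 64 were higher and 61 lower (51.2% higher), against 46 and 74 (38.3% higher). The smooth muscle and fibroblast list, higher in lungs at 24h, had 3 of 9 members higher with RLE scaling and a fry adjusted p of 0.0574. Other lists in lungs at 24h with RLE scaling had, as members higher and lower, the leukocyte list 1 and 3 (main 2 and 3), the inflammation feedback list 1 and 3 (main 2 and 3), neuronal miRNAs 0 and 3 (main 0 and 2), the 12qF1 imprinted cluster 0 and 8 (main 0 and 7), the 29 family 0 and 4 (main 1 and 3), the 17-92 clusters 3 and 3 (main 5 and 2), let-7 1 and 1 (main 2 and 1), and multiciliated cell miRNAs and the 34 family 0 and 1 each (main 2 and 1). The median of red blood cell miRNAs was −0.05 (main 0.09). In lungs at 0h, 0 oligodendrocyte and 0 smooth muscle and fibroblast miRNAs were higher (main 1 and 1). In cortex, counts over the list alone were 0 of the 12qF1 imprinted cluster higher at 6h (main 37) and 47 at 0h (main 44), 0 of the 17-92 clusters lower at 0h (main 5) and 2 neuronal activity miRNAs higher at 0h (main 0), and in heart 0 hypoxia miRNAs lower at 6h (main 1). The cause was not tested.

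With filterByExpr on recovered reads, lungs had 35 miRNAs of 1 sign in all 12 conditions. The cause was not tested.

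With a pseudocount of 0.25, heart had 2 miRNAs of 1 sign in all 12 conditions. The cause was not tested.

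With edgeR on recovered reads, cortex had 77 miRNAs changed by dose, 1 by time, 2 by dose × time, 125 different from sham at 0h, 121 at 6h, 167 past the threshold in at least 1 condition and 91 changed by time among sham mice. The heart had 3 miRNAs changed by dose, 1 by time, 12 by dose × time, 4 different from sham at 24h, 1 of 1 sign in all 12 conditions and 2 changed by time among sham mice. The lungs had 8 miRNAs changed by time, 61 by dose × time and 38 of 1 sign in all 12 conditions. miR-146b-5p lay above sham in 2 of 12 conditions in lungs. 5 log2 fold changes of named miRNAs took the opposite sign, namely in cortex at 7d miR-324-5p 0.03, in heart at 6h miR-324-5p 0.12, in heart at 24h miR-324-5p −0.06, in lungs at 6h miR-449a-5p 0.27, in lungs at 7d miR-324-5p −0.04. The cause was not tested.

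With the robust option of edgeR, cortex had 77 miRNAs changed by dose, 2 by dose × time, 125 different from sham at 0h, 121 at 6h, 167 past the threshold in at least 1 condition and 90 changed by time among sham mice. The heart had 2 miRNAs changed by dose, 1 by time, 12 by dose × time, 3 different from sham at 24h, 1 of 1 sign in all 12 conditions and 2 changed by time among sham mice. The lungs had 8 miRNAs changed by time, 59 by dose × time and 38 of 1 sign in all 12 conditions. miR-146b-5p lay above sham in 2 of 12 conditions in lungs. 5 log2 fold changes of named miRNAs took the opposite sign, namely in cortex at 7d miR-324-5p 0.03, in heart at 6h miR-324-5p 0.12, in heart at 24h miR-324-5p −0.06, in lungs at 6h miR-449a-5p 0.27, in lungs at 7d miR-324-5p −0.04. The cause was not tested.

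With DESeq2 on recovered reads, cortex had 72 miRNAs changed by dose, 1 by time, 13 by dose × time, 103 different from sham at 0h, 117 at 6h, 161 past the threshold in at least 1 condition, 90 changed by time among sham mice and 7 of the study's list changed by dose × time. The heart had 6 miRNAs changed by dose, 10 by time, 16 by dose × time, 7 different from sham at 24h, 38 past the threshold in at least 1 condition, 1 of 1 sign in all 12 conditions and 10 changed by time among sham mice. The lungs had 196 miRNAs changed by dose, 24 by time, 85 by dose × time, 37 of 1 sign in all 12 conditions and 41 of the study's list changed by dose × time. miR-146b-5p lay above sham in 2 of 12 conditions in lungs. 4 log2 fold changes of named miRNAs took the opposite sign, namely in heart at 6h miR-324-5p 0.12, in heart at 24h miR-324-5p −0.09, in lungs at 6h miR-449a-5p 0.31, in lungs at 7d miR-324-5p −0.05. The cause was not tested.

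With library weights in limma, cortex had 42 miRNAs changed by dose, 156 by time, 44 by dose × time, 44 past the threshold in at least 1 condition, 1 of 1 sign in all 12 conditions, 15 changed by time among sham mice and 28 of the study's list changed by dose × time. The heart had 1 miRNAs changed by dose, 24 by time, 0 past the threshold in at least 1 condition and 1 of 1 sign in all 12 conditions. The lungs had 258 miRNAs changed by dose, 150 by time, 151 by dose × time, 3 different from sham at 6h, 56 at 7d, 309 past the threshold in at least 1 condition, 235 changed by time among sham mice and 72 of the study's list changed by dose × time. The log2 fold change of miR-324-5p over all times in cortex was −0.01 and miR-146b-5p lay above sham in 4 of 12 conditions in lungs. 8 log2 fold changes of named miRNAs took the opposite sign, namely in cortex at 6h miR-324-5p −0.13, in heart at 6h miR-324-5p 0.05, in heart at 7d miR-324-5p −0.16, in lungs at 0h miR-24-3p 0.06 and miR-324-5p 0.24, in lungs at 7d miR-324-5p −0.38, miR-146b-5p 0.02 and miR-449a-5p 0.42. Weights lower the part of libraries that lie far from their group, and beyond that the cause was not tested.

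With the mean of all sham groups as the reference, cortex had 2 miRNAs different from sham at 6h, 6 at 7d, 28 past the threshold in at least 1 condition and 195 of 1 sign in all 12 conditions. The heart had 39 miRNAs past the threshold in at least 1 condition and 3 of 1 sign in all 12 conditions. The lungs had 83 miRNAs different from sham at 6h, 81 at 24h, 94 at 7d and 104 of 1 sign in all 12 conditions. 8 log2 fold changes of named miRNAs took the opposite sign, namely in cortex at 24h miR-877-3p 0.24 and miR-146b-5p −0.43, in cortex at 7d miR-324-5p 0.13, in heart at 0h miR-324-5p 0.06, in heart at 24h miR-324-5p −0.07, in heart at 7d miR-324-5p −0.01, in lungs at 6h miR-324-5p −0.52, in lungs at 7d miR-324-5p −0.47. Sham libraries of other times then enter each comparison.

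With only the libraries of the time compared, lungs had 15 miRNAs different from sham at 0h. Fewer libraries then estimate the spread.

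Without low-depth libraries, heart had 4 miRNAs of 1 sign in all 12 conditions. The lungs had 6 miRNAs different from sham at 0h. 7 log2 fold changes of named miRNAs took the opposite sign, namely in heart at 6h miR-324-5p 0.08, in heart at 24h miR-324-5p −0.33, in lungs at 0h miR-24-3p 0.32, miR-126a-3p 0.01, let-7b-5p 0.01, miR-324-5p 0.35 and miR-449a-5p 0.09. In lungs no sham library of 24h was then left, so no value at 24h could be had.

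Without the libraries that stand apart, cortex had 0 miRNAs changed by dose, 15 by time, 7 by dose × time, 1 of 1 sign in all 12 conditions and 5 of the study's list changed by dose × time. The heart had 0 miRNAs past the threshold in at least 1 condition. The lungs had 10 miRNAs different from sham at 0h and 3 at 6h. The share of variance by time in heart was 6.29% and the share of variance by time in lungs was 7.29%. 9 log2 fold changes of named miRNAs took the opposite sign, namely in cortex at 6h miR-324-5p −0.08, in cortex at 7d miR-324-5p 0.04, in heart at 6h miR-324-5p 0.01, in heart at 24h miR-324-5p −0.26, in lungs at 0h miR-24-3p 0.32, miR-126a-3p 0.01, let-7b-5p 0.01, miR-324-5p 0.35 and miR-449a-5p 0.09. The shares by time in heart and lungs were then not past the threshold (permutation test, p = 0.0826 and 0.0723). In cortex dose held 9.03% (permutation test, p = 0.0176) and time 6.4% (permutation test, p = 0.15). In lungs no sham library of 24h was left in this setting either, so no value at 24h and no count over dose, time or 12 conditions could be had.

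After thinning of every library to the depth of the shallowest of its tissue, heart had 1 miRNAs different from sham at 6h, 14 past the threshold in at least 1 condition and 1 changed by time among sham mice. The lungs had 77 miRNAs changed by dose, 1 by time, 5 by dose × time, 23 different from sham at 0h, 103 at 24h, 112 past the threshold in at least 1 condition, 61 changed by time among sham mice and 4 of the study's list changed by dose × time. 7 log2 fold changes of named miRNAs took the opposite sign, namely in cortex at 24h miR-449a-5p 0.00, in cortex at 7d miR-324-5p 0.00, in heart at 6h miR-324-5p 0.10, in heart at 24h miR-324-5p −0.27, in heart at 7d miR-324-5p −0.33, in lungs at 6h miR-324-5p −0.06, in lungs at 24h miR-874-3p −0.67. Fewer reads per library are part of the construction of this setting.

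With a further term for the mouse number sets, cortex had 0 miRNAs changed by dose, 9 past the threshold in at least 1 condition, 8 of 1 sign in all 12 conditions and 85 changed by time among sham mice. The heart had 0 miRNAs past the threshold in at least 1 condition and 11 of 1 sign in all 12 conditions. The lungs had 2 miRNAs changed by dose, 0 by time, 0 by dose × time, 0 different from sham at 0h, 0 at 24h, 4 past the threshold in at least 1 condition, 0 changed by time among sham mice and 0 of the study's list changed by dose × time. The log2 fold change of miR-146b-5p over all times in lungs was 0.50 and miR-146b-5p lay above sham in 9 of 12 conditions in lungs. 48 log2 fold changes of named miRNAs took the opposite sign, namely in cortex at 24h miR-324-5p −0.44 and miR-449a-5p 0.47, in cortex at 7d miR-324-5p 0.03, in heart at 24h miR-324-5p −0.18, in heart at 7d miR-324-5p −0.19, in lungs at 0h miR-652-3p −0.09, miR-7a-5p 0.09, miR-24-3p 0.12, miR-146b-5p 0.62, miR-146a-5p 0.34, miR-200a-3p 0.23, miR-494-3p 0.33, miR-324-5p 0.10 and miR-449a-5p 1.07, in lungs at 6h miR-324-5p −0.18 and miR-449a-5p 0.76, in lungs at 24h miR-7015-3p −0.53, miR-301b-3p −0.44, miR-7068-3p −0.17, miR-221-5p −0.43, miR-10b-5p −0.16, miR-486a-5p −0.52, miR-7a-5p 0.28, miR-24-3p 0.45, miR-3068-5p 0.00, miR-425-3p 0.09, miR-183-5p −0.22, miR-182-5p −0.15, miR-200a-3p 0.40, miR-200b-5p 0.47, miR-218-5p 0.25, miR-132-5p 0.14, miR-204-5p −0.01, miR-449a-5p 1.03, miR-142a-3p 0.33, miR-146b-5p 0.81, miR-146a-5p 0.64, miR-126a-3p 0.10, miR-199b-5p −0.11, miR-29a-5p 0.11, miR-29b-2-5p 0.33, miR-29c-3p 0.20, miR-34a-5p 0.55, miR-17-3p 0.02 and let-7b-5p 0.09, in lungs at 7d miR-324-5p −0.27, miR-146b-5p 0.60 and miR-449a-5p 1.32. The sets follow the doses almost throughout, so this term removes much of any dose effect along with any difference between sets.

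With a term for the set of 7 in lungs and without the other libraries that stand apart, lungs had 63 miRNAs changed by dose, 9 by time, 0 by dose × time, 2 different from sham at 0h, 2 at 6h, 0 at 24h, 14 past the threshold in at least 1 condition, 1 changed by time among sham mice and 0 of the study's list changed by dose × time. The log2 fold change of miR-146b-5p over all times in lungs was −0.10 and miR-146b-5p lay above sham in 5 of 12 conditions in lungs. 46 log2 fold changes of named miRNAs took the opposite sign, namely in lungs at 0h miR-7a-5p 0.08, miR-24-3p 0.33, miR-3068-5p 0.12, miR-146b-5p 0.10, miR-146a-5p 0.01, miR-126a-3p 0.00, let-7b-5p 0.03, miR-494-3p 0.06, miR-324-5p 0.40 and miR-449a-5p 0.29, in lungs at 24h miR-100-5p −0.01, miR-7015-3p −0.35, miR-301b-3p −0.29, miR-7068-3p −0.04, miR-221-5p −0.38, miR-10b-5p −0.18, miR-486a-5p −0.49, miR-7a-5p 0.15, miR-24-3p 0.50, miR-3068-5p 0.16, miR-425-3p 0.07, miR-183-5p −0.09, miR-182-5p −0.14, miR-200a-3p 0.27, miR-200c-3p 0.04, miR-200b-5p 0.49, miR-218-5p 0.04, miR-132-5p 0.11, miR-204-5p −0.04, miR-449a-5p 0.58, miR-150-5p 0.22, miR-142a-3p 0.36, miR-146b-5p 0.49, miR-146a-5p 0.47, miR-194-5p 0.01, miR-126a-3p 0.11, miR-199b-5p −0.11, miR-199a-3p −0.09, miR-29a-5p 0.20, miR-29b-2-5p 0.53, miR-29c-3p 0.21, miR-34a-5p 0.45, miR-17-3p 0.03, let-7b-5p 0.13, let-7f-2-3p −0.10 and miR-324-5p 0.10. All sham libraries of 24h belong to that set, so its term and the comparison at 24h rest on 1 fentanyl library, FPB2, and the sham libraries of 0h, FP95 and FP96.

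When each library was left out in turn, counts of miRNAs in cortex ranged as follows. The count different from sham at 0h was 0 to 219 (without sham 0h FP87), 209 without sham 6h FP85, 202 without sham 0h FP88, 219 without sham 0h FP95. The count different from sham at 6h was 0 to 215 (without sham 6h FP77), 207 without sham 0h FP96, 212 without sham 6h FP86, 182 without sham 6h FP78. The count different from sham at 7d was 0 (without sham 7d FP84) to 12, 4 without sham 7d FP81. The count changed by dose was 3 (without sham 24h FP92) to 11 (without LD50 0h FP67), 9 without HNLD 7d FP24, 11 without sham 0h FP87, 8 without sham 6h FP86, 11 without HNLD 6h FP33, 8 without HNLD 0h FP32, 8 without LD50 24h FP64, 8 without LD50 6h FP72. The count changed by time was 0 to 2 (without sham 6h FP85), 1 without sham 6h FP78. The count changed by time among sham mice was 0 to 4 (without sham 0h FP96). The count past the threshold in at least 1 condition was 11 (without HNLD 6h FP38) to 195 (without sham 0h FP96), 144 without sham 6h FP85, 43 without sham 6h FP77, 145 without sham 6h FP86. The count of 1 sign in all 12 conditions was 3 (without sham 0h FP96) to 20 (without HNLD 7d FP24), 5 without sham 6h FP85. Of the single values in cortex that changed sign or call, those listed here ranged, for miR-146b-5p at 7d −0.64 to 0.05 (without sham 7d FP83), for miR-324-5p at 6h −0.08 (without sham 6h FP85) to 0.32, for miR-324-5p at 7d −0.13 to 0.07 (without sham 7d FP81), for miR-449a-5p at 24h −0.35 to 0.10 (without sham 24h FP93), for miR-877-3p over all times 0.22 (without sham 6h FP85) to 0.45 (without sham 6h FP86), 0.40 without sham 6h FP77, 0.40 without sham 0h FP87, 0.41 without sham 0h FP95. Calls of single miRNAs at 0h and 6h that changed with the counts above are not listed.

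When each library was left out in turn, counts of miRNAs in heart ranged as follows. The count different from sham at 24h was 0 to 2 (without sham 24h FP94). The count changed by time was 0 to 2 (without HNLD 6h FP49). The count past the threshold in at least 1 condition was 0 (without HNLD 6h FP38) to 36 (without HNLD 6h FP33), 3 without sham 6h FP86, 1 without sham 6h FP78. The count of 1 sign in all 12 conditions was 0 to 1 (without sham 0h FP87), 1 without sham 0h FP95, 1 without LD10 24h FP19, 1 without LD50 0h FP67, 1 without LD50 0h FP69, 1 without LD10 7d FP41, 1 without sham 7d FP84, 1 without sham 24h FP94, 1 without sham 24h FP91. Single values in heart that changed sign or call ranged, for miR-146b-5p at 24h −0.41 to 0.02 (without sham 24h FP93), for miR-324-5p at 24h −0.26 (without sham 24h FP92) to 0.46, for miR-324-5p at 6h −0.16 to 0.08 (without LD50 6h FP68), for miR-324-5p at 7d −0.07 (without sham 7d FP84) to 0.32, for the share of variance by dose 5.33% (without HNLD 6h FP38) to 6.49% (without HNLD 24h FP57), 6.39 without HNLD 7d FP24, 6.42 without HNLD 0h FP25, 6.45 without LD10 0h FP21, 6.36 without sham 24h FP91, for the share of variance by time 6.28% (without HNLD 6h FP38) to 7.93% (without LD50 7d FP61).

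When each library was left out in turn, counts of miRNAs in lungs ranged as follows. The count different from sham at 0h was 6 (without sham 0h FP95) to 85 (without sham 0h FP88), 7 without sham 0h FP96. The count different from sham at 6h was 0 to 2 (without sham 6h FP77). The count changed by dose × time was 18 (without sham 24h FP94) to 49 (without HNLD 6h FP38), 21 without sham 24h FP91. The count changed by time was 0 (without LD10 24h FP19) to 26 (without LD10 6h FPB2), with a change beyond 1.5-fold or of the call for 33 of 63 libraries. The count of the study's list changed by dose × time was 15 (without sham 24h FP94) to 35 (without HNLD 6h FP38). The count of 1 sign in all 12 conditions was 14 (without LD50 6h FP29) to 38 (without LD10 6h FPB2). Single values in lungs that changed sign or call ranged, for the conditions with miR-146b-5p above sham 0 to 1 (without LD50 6h FP29), 1 without sham 6h FP78, 1 without sham 6h FP77, 1 without LD10 7d FP41, 1 without LD10 6h FP22, 1 without sham 7d FP81, for miR-324-5p at 7d −0.29 (without sham 7d FP81) to 0.34, for miR-449a-5p at 7d −0.34 to 0.18 (without sham 7d FP81), for the share of variance by time 5.99% (without sham 24h FP93) to 7.74% (without LD10 6h FPB2), 6.01 without sham 24h FP91, 6.05 without sham 24h FP92, 5.99 without sham 24h FP94.

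The cause of these changes was tested only for the libraries that stand apart, whose profiles are given among the other observations. Among named miRNAs called in lungs at 0h, leaving out sham mouse FP95 ended 26 of 32 calls and leaving out sham mouse FP96 ended 25. At 24h, where 65 were called, leaving out FP91 ended 12, FP93 8, FP92 5 and FP94 5. In cortex at 7d, leaving out FP84 ended 10 of 11 calls, FP81 6 and FP83 3. Each of the remaining libraries whose absence ended a call ended at most 4.

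Depth limits what could be seen for low miRNAs. A single read stands for a normalized value of 0.1193 to 0.4795 in cortex, 0.2019 to 3.9615 in heart and 0.1683 to 4.1457 in lungs. In data simulated on the 24h comparison with 200 changed miRNAs, changes of 1.5-fold were recovered at 25.4% in cortex, 58.2% in heart and 47.8% in lungs, and changes of 4-fold at 89.4%, 100% and 100%. These shares are not split by the level of a miRNA, and they were lowest in cortex, the tissue with the most reads per library. They therefore do not measure the limit set by depth.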

Differences from the paper's values

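The tests in this part chosen after the result was seen are those without the libraries that stand apart and those inside mouse number sets, and the alternatives set beside the paper were set before the data were examined. Log2 fold changes were taken to differ when the signs differed or when they lay further apart than the standard error under that setting (that of limma for edgeR, which gives none), and other values when they were more than 1.5-fold apart and, where there are libraries to compare, beyond the standard deviation between them.

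The paper counts 6 cortical and 19 pulmonary miRNAs regulated in all 12 conditions, and here 0 passed in cortex and 0 in lungs. The thresholds differ, since the paper starts from a two-way ANOVA and miRNAs conserved in humans, and its text does not name the test per condition. All 6 alternatives (unadjusted p under 0.05, RLE scaling, no filter, the mean of all sham groups as reference, edgeR with its robust option, and DESeq2) gave 0 in both tissues and differ too.

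The paper gives 5 for the miRNA reads in units of 1000000, and the median of recovered reads in heart was 2.04 in the same units. No alternative applies.

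The first 2 principal components of cortex hold about 34% in Fig. 2, read by eye, and 73.2% here. With 16 group means (75.7%) and with each miRNA scaled to unit variance (61.5%) the values differ too.

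For miR-324-5p at HNLD in cortex, Fig. 7A, read by eye, gives about −0.47 at 6h, about 0.33 at 24h and about 0.24 at 7d, and the values here were 0.54, 0.04 and −0.22. At 6h every alternative differs (RLE scaling 0.46, no filter 0.54, mean of all sham 0.48, edgeR with its robust option 0.47, DESeq2 0.43). At 24h the mean of all sham (0.16) and edgeR with its robust option (0.11) do not differ, and RLE scaling (0.05), no filter (0.04) and DESeq2 (0.06) do. At 7d all differ (−0.20, −0.22, −0.08, −0.17 and −0.20 in the order of 6h). In the paper's Table S3 the same miRNA and dose stand at 0.473, 0.033 and −0.236, which do not differ from the values here.

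For miR-146b-5p in lungs at 0h, Fig. 7B, read by eye, gives about −2.9 at LD10 and about −1.7 at LD50, and the values here were −2.14 and −0.97. RLE scaling (−2.22 and −1.08), edgeR with its robust option (−2.81 and −1.50) and DESeq2 (−2.98 and −1.68) do not differ, while no filter (−2.14 and −0.97) and the mean of all sham (−1.98 and −0.80) do.

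Over all 12 conditions of Fig. 7, signs were the same in 12 of 12 for miR-146b-5p, 12 of 12 for miR-877-3p and 10 of 12 for miR-324-5p, and in Table S3 in 10 of 10 conditions given for each of the cortical miRNAs. MiR-877-3p differed from Fig. 7A in 0 conditions. As the paper states, each cortical miRNA lay above sham in 9 of 12 conditions and miR-146b-5p below it in 12 of 12.

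The paper states that cortical profiles follow time, and here dose held 10.4% of the cortical variance (permutation test, p = 0.0009) and time 3.96% (permutation test, p = 0.471). Without the libraries that stand apart dose held 9.03% (permutation test, p = 0.0176) and time 6.4% (permutation test, p = 0.15), and limma called 0 cortical miRNAs by dose and 15 by time. Inside the first and middle mouse number sets dose held 1.93% and 5.85% of the cortical variance (permutation test, p = 0.851 and 0.177) and time 12.5% and 11.1% (permutation test, p = 0.177 and 0.627). For heart the paper states the same, and here time held 7.03% (permutation test, p = 0.018) and dose 5.95% (p = 0.0846, permutation test). For lungs it states that profiles follow dose, which held 14.6% here, where the mouse number sets, which follow dose, held 33.8%. Those sets were defined after the values had been seen, so their share and that of dose are not on an equal footing. Inside the first and middle sets dose held 5.42% and 8.76% of the pulmonary variance (permutation test, p = 0.0593 and 0.0136) and time 10.6% and 18.6% (permutation test, p = 0.282 and 0.0274). The paper also gives, for all its PCA plots together, a lower share of variance than the 73.2%, 40.1% and 46.3% found here in cortex, heart and lungs.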

Other observations

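The tests chosen after the result was seen are those of LD50 against the lower doses, of comparisons inside mouse number sets, of terms for these sets, of edgeR without its robust option and of libraries that stand apart.

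Outside the tissues for which the paper names them, the named miRNAs did not pass the threshold in cortex or heart. MiR-146b-5p in cortex had a log2 fold change over all times of −0.56 (SE 0.24, limma adjusted p = 0.111) and in heart of 0.29 (SE 0.22, limma adjusted p = 0.986; 136 ± 157 after fentanyl and 98.1 ± 51.2 in sham), and miR-449a-5p in cortex of −0.70 (SE 0.27, limma adjusted p = 0.111). MiR-324-5p in lungs was 36.9 ± 16.6 and 58.1 ± 38.5 over all times (−0.45, SE 0.16, limma adjusted p = 0.0253) and 36.3 ± 14.4 and 105 ± 25 at 24h (−1.56, SE 0.32, limma adjusted p = 7.5e-05), when all sham lungs belong to the last mouse number set. Over all times, 8 cortical miRNAs were lower after fentanyl and none higher by limma (0 and 0 without the libraries that stand apart, with 25 at an unadjusted p under 0.05), and 64 pulmonary miRNAs were higher and 61 lower (46 and 74 with RLE scaling).

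Some libraries had profiles close to another tissue, given as values. The cortical libraries of sham mice FP96 and FP85 had correlations of 0.639 and 0.644 with the median profile of the cortex and 0.991 and 0.991 with that of the lungs, with miR-10a-5p at 134000 and 104000. The cardiac library of HNLD mouse FP38 at 6h had one of 0.849 with the heart and 0.993 with the lungs, and the pulmonary library of the same mouse 0.963 with the heart and 0.895 with the lungs, with 617 of miR-1a-3p and 207 of miR-200a-3p. The cortical library of FP24 had 1775669 reads, the cardiac library of FP92 245799, and the pulmonary libraries of HNLD mice FP30 and FP33 196853 and 549601. All were kept under their labels. In lungs the last mouse number set had a median of 662286 reads, the first 3587736 and the middle one 4600458.

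Within mouse number sets, LD50 against sham gave 0 calls by limma in cortex (6 at an unadjusted p under 0.05) and 0 in heart (14), and LD10 against HNLD 0 in cortex (1) and 0 in heart (9). LD50 against both lower doses gave 0 in cortex (67) and 0 in heart (34). In cortex and heart, no miRNA changed with time among sham mice by limma, with 67 and 13 at an unadjusted p under 0.05, 91 and 2 by edgeR and 90 and 10 by DESeq2. The number sets held 7.59% of the variance in cortex (permutation test, p = 0.00915) and 3.53% in heart (permutation test, p = 0.28).

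Each count was compared with those of 100 groupings of the same libraries, the real one included. No other grouping reached the real count for cortical miRNAs changed by dose (5, highest other 0) or at 7d (12, highest other 2). In lungs none reached it for dose (128, 4), dose × time (35, 10), time (5, 0), 0h (51, 42), 24h (171, 60), at least 1 condition (178, 123), one sign in all 12 (22, 14), time among sham mice (121, 113), LD50 against the lower doses (45, 18) and LD50 against sham inside the middle set (8, 6), where the number before the comma is the real count and the one after it the highest other. Chance cannot be excluded for cortical miRNAs past the threshold in at least 1 condition (14, 100) and of one sign in all 12 (15, 54), nor for cardiac miRNAs past it in at least 1 condition (23, 32), which were reached by 7, 12 and 6 of the 100 groupings. The smallest share that 100 groupings can give is 1 of 100, and no correction over the counts was made, so chance is not excluded for any single count. The groupings do not keep the mouse number sets together, so a count that no other grouping reached does not separate dose from set. Under a term for the number sets, limma called 0 by dose in cortex and 9 at 7d in cortex, and in lungs 2 by dose and 0 by dose × time, by time, at 0h, at 24h and by time among sham mice.

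Where the real count was 0, all 100 groupings reached it. The highest others in cortex were 16 for dose × time, 52 at 0h, 80 at 6h, 0 at 24h, 0 for all 12 conditions, 234 for time, 354 for time among sham mice, and 0 and 6 inside the middle and first number sets. In heart they were 1 for dose, 3 for dose × time, 3 for time, 7, 37, 9 and 17 at 0h, 6h, 24h and 7d, 0 for all 12 conditions, 15 for one sign in all 12, 3 for time among sham mice, and 12 and 1 inside the sets. In lungs they were 64 at 6h, 5 at 7d, 0 for all 12 conditions and 1 inside the first set. Groupings with counts as high as 354 and 234 in cortex, 37 in heart and 64 in lungs, where the real count was 0, point to a structure of the samples.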
